# Early alterations in the MCH system link aberrant neuronal activity and sleep disturbances in a mouse model of Alzheimer’s disease

**DOI:** 10.1038/s41593-023-01325-4

**Published:** 2023-05-15

**Authors:** Sara Calafate, Gökhan Özturan, Nicola Thrupp, Jeroen Vanderlinden, Luísa Santa-Marinha, Rafaela Morais-Ribeiro, Antonella Ruggiero, Ivan Bozic, Thomas Rusterholz, Blanca Lorente-Echeverría, Marcelo Dias, Wei-Ting Chen, Mark Fiers, Ashley Lu, Ine Vlaeminck, Eline Creemers, Katleen Craessaerts, Joris Vandenbempt, Luuk van Boekholdt, Suresh Poovathingal, Kristofer Davie, Dietmar Rudolf Thal, Keimpe Wierda, Tiago Gil Oliveira, Inna Slutsky, Antoine Adamantidis, Bart De Strooper, Joris de Wit

**Keywords:** Cellular neuroscience, REM sleep, Excitability, Alzheimer's disease

## Abstract

Early Alzheimer’s disease (AD) is associated with hippocampal hyperactivity and decreased sleep quality. Here we show that homeostatic mechanisms transiently counteract the increased excitatory drive to CA1 neurons in *App*^NL-G-F^ mice, but that this mechanism fails in older mice. Spatial transcriptomics analysis identifies *Pmch* as part of the adaptive response in *App*^NL-G-F^ mice. *Pmch* encodes melanin-concentrating hormone (MCH), which is produced in sleep–active lateral hypothalamic neurons that project to CA1 and modulate memory. We show that MCH downregulates synaptic transmission, modulates firing rate homeostasis in hippocampal neurons and reverses the increased excitatory drive to CA1 neurons in *App*^NL-G-F^ mice. *App*^NL-G-F^ mice spend less time in rapid eye movement (REM) sleep. *App*^NL-G-F^ mice and individuals with AD show progressive changes in morphology of CA1-projecting MCH axons. Our findings identify the MCH system as vulnerable in early AD and suggest that impaired MCH-system function contributes to aberrant excitatory drive and sleep defects, which can compromise hippocampus-dependent functions.

## Abstract (web summary)

Increased neuronal activity and reduced sleep quality emerge in the early stages of Alzheimer’s disease (AD). Calafate et al. show that the sleep–active hypothalamic MCH system is involved in neuronal homeostasis but fails in the early stages of AD.

## Main

The prodromal phase is a long-lasting period of AD during which individuals remain cognitively stable despite the continuous accumulation of amyloid-β (Aβ) that correlates with neuronal hyperactivity^1–3^. In mouse models of Aβ accumulation, neuronal hyperactivity is prominent during low arousal states such as sleep and anesthesia^4^. Sleep disturbances with emergent silent epileptic-like discharges occur in individuals with AD during the prodromal phase^5–8^. The cognitive stability suggests that during this phase, homeostatic plasticity mechanisms are recruited to counteract deviations of neuronal activity from a physiological window^9,10^, thereby preventing earlier onset of cognitive decline. Homeostatic plasticity mechanisms remain poorly understood, but they are prominent during sleep and drive a net decrease in excitatory synaptic strength and neuronal firing rates^11–17^. Here we show that in *App*^NL-G-F^ mice homeostatic plasticity mechanisms are initially recruited in the CA1 region but are eventually insufficient to maintain excitatory drive at control levels. Using spatial transcriptomics, we identify MCH as a modulator of hippocampal synaptic transmission and firing rate homeostasis in *App*^NL-G-F^ mice. MCH-expressing neurons, which are located in the lateral hypothalamic area (LHA) and project to CA1, are active during sleep^18,19^ and modulate hippocampus-dependent memory^20^. We find that *App*^NL-G-F^ mice have a reduced fraction of active MCH neurons and impaired sleep–wake architecture. We show that MCH peptide is sufficient to reverse the increased excitatory drive in the CA1 region of *App*^NL-G-F^ mice. In both *App*^NL-G-F^ mice and brain samples from individuals with AD, we observe progressive defects in MCH axons. Together, our findings identify MCH as a vulnerable system in early AD and suggest a model in which impaired MCH-dependent synaptic function in CA1 and perturbed sleep–wake architecture synergistically compromise neuronal homeostasis.

## Results

### Dynamic changes in excitatory drive to *App*^NL-G-F^ CA1 neurons

An increase in cortical and hippocampal neuronal activity has been observed in different mouse models that accumulate Aβ^1,21,22^. We set out to investigate the onset and progression of altered activity in the CA1 region of the hippocampus in *App*^NL-G-F^ mice. We found an increased frequency of spontaneous excitatory postsynaptic currents (sEPSCs) in CA1 pyramidal neurons in acute *App*^NL-G-F^ mouse hippocampal slices that started as early as 2 months of age and persisted at 3 months (Fig. 1a–c), before deposition of Aβ and associated gliosis (Extended Data Fig. 1a–d). While Aβ accumulation was gradual, the increased excitatory drive in CA1 neurons strikingly fluctuated over time. Indeed, at 4 months, the frequency of sEPSCs was similar between genotypes, while sEPSC amplitude was transiently decreased in *App*^NL-G-F^ mice (Fig. 1a–c). At 6 months of age, sEPSC frequency in *App*^NL-G-F^ mice strongly increased again (Fig. 1a–c). The transient normalization of sEPSC frequency and decrease in sEPSC amplitude at 4 months suggest that homeostatic mechanisms were recruited at this stage to maintain CA1 neuronal excitatory synaptic transmission at control levels^9,23,24^.

**Fig. 1:**
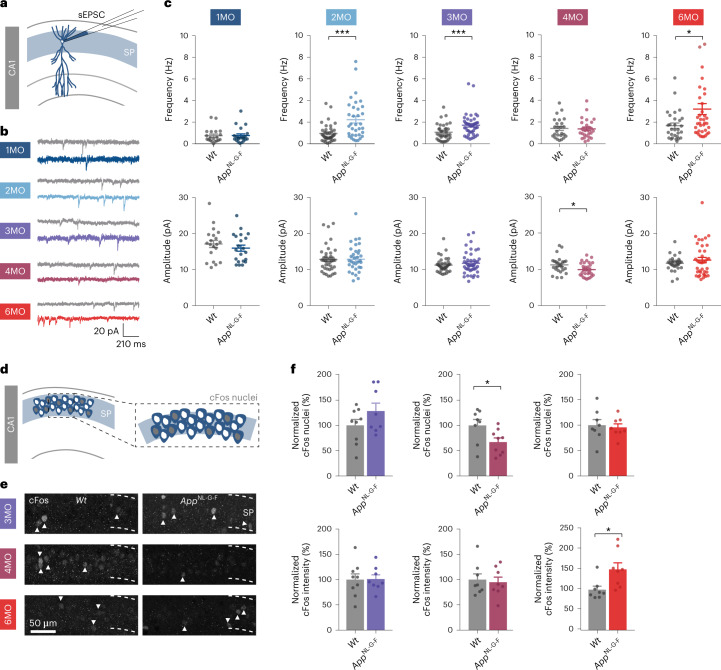
Homeostatic plasticity response counteracts increased excitatory drive to CA1 pyramidal neurons in *App*^NL-G-F^ mice. **a**–**c**, Whole-cell voltage clamp recordings of sEPSCs in CA1 pyramidal neurons in acute hippocampal slices from *Wt* and *App*^NL-G-F^ mice at different months (MO). Schematic (**a**) and representative traces (**b**) of analyzed frequency and amplitude of sEPSCs (**c**). Number of neurons from at least three mice per genotype: 1MO - *Wt* *n* = 20, *App*^NL-G-F^ *n* = 21; 2MO - *Wt* *n* = 40, *App*^NL-G-F^ *n* = 34 (*P* = 0.003); 3MO *- Wt* *n* = 36, *App*^NL-G-F^ *n* = 44 (*P* = 0.0008); 4MO *- Wt* *n* = 24, *App*^NL-G-F^ *n* = 27 (*P* = 0.0343), 6MO *- Wt* *n* = 29, *App*^NL-G-F^ *n* = 38 (*P* = 0.0168). Two-tailed unpaired *t*-test or Mann–Whitney test was used, depending on normality. Individual data points shown with bars represent the mean ± s.e.m. (*P < 0.05, ***P < 0.001). **d**–**f**, cFos immunostaining of CA1 neurons from *Wt* and *App*^NL-G-F^ mice at 3, 4 and 6 MO. Schematic (**d**) and representative images (**e**) of cFos in CA1 neurons at each MO. **f**, Top graphs show quantification of normalized number of cFos-positive CA1 neurons. Bottom graphs show the normalized intensity of the cFos signal in positive neurons. Number of mice: 3MO - *Wt* *n* = 9, *App*^NL-G-F^ *n* = 8; 4MO - *Wt* *n* = 8, *App*^NL-G-F^ *n* = 9 (*P* = 0.0335); 6MO - *Wt* *n* = 8, *App*^NL-G-F^ *n* = 8 (*P* = 0.0148). Two-tailed unpaired *t*-test or Mann–Whitney test was used, depending on normality. Individual data points are shown and bars represent the mean ± s.e.m. (*P < 0.05).

We next analyzed cell-intrinsic properties of CA1 neurons and found a markedly reduced intrinsic excitability specifically at 4 months in *App*^NL-G-F^ mice (Extended Data Fig. 2a–d). To independently assess the activity of neurons in the CA1 pyramidal layer over time, we performed immunohistochemistry for the activity-regulated immediate early gene cFos. We observed a decrease in the percentage of cFos-positive (active) CA1 neurons selectively at 4 months in *App*^NL-G-F^ mice (Fig. 1d–f). These observations support the view that homeostatic mechanisms are acting on CA1 pyramidal neurons at this stage in response to an increased excitatory drive in *App*^NL-G-F^ mice.

Interestingly, the cFos signal intensity increased at 6 months (Fig. 1d–f), in parallel with a rise in sEPSC frequency (Fig. 1a–c). Moreover, we observed a progressive decrease in spine density in proximal apical dendrites from *App*^NL-G-F^ CA1 pyramidal neurons that started at 4 months and further decreased at 6 months (Extended Data Fig. 1e,f), as well as an increased threshold for long-term potentiation (LTP) at Schaffer collateral–CA1 synapses at 6 months (Extended Data Fig. 2e–j)^24,25^. Together, these results indicate that homeostatic responses are initially recruited between 3 and 4 months to counteract an increase in excitatory synaptic transmission in CA1 neurons, but that these are not sufficient to stabilize synaptic transmission at control levels at 6 months in response to continuous Aβ accumulation.

### Synaptic plasticity signature in *App*^NL-G-F^ CA1 pyramidal layer

To determine whether we could detect evidence of a homeostatic response in the CA1 pyramidal layer in *App*^NL-G-F^ mice at the molecular level, we analyzed our spatial transcriptomics dataset at 3.5 months of age^26^. We retrieved small tissue domains (TDs) that cover the pyramidal layer containing cell bodies of CA1 neurons from wild-type (*Wt*) and *App*^NL-G-F^ mice (Fig. 2a,b) and quantified differentially expressed (DE) transcripts between genotypes (Supplementary Table 1). Gene Ontology (GO) analysis of the top 200 DE genes (sorted on *P* value) identified ‘regulation of neuronal synaptic plasticity’ as the top GO category, with three of five top enriched GO categories related to synaptic processes (Fig. 2c and Supplementary Table 2). We then cross-referenced the top 200 DE genes with four transcriptomics and proteomics datasets of classical models for homeostatic synaptic plasticity^27–30^ (Extended Data Fig. 3a) and found that 62 DE genes were modulated in at least one of these datasets. From these, 21 genes also have an annotated synaptic function in the SynGO database (Extended Data Fig. 3b, Supplementary Table 3 and Fig. 2d). These include genes such as *Arc*, *Nptx1* and *Epha4* that are modulated upon changes in neuronal activity^27–31^, as well as *Gria1* and *Gria2* encoding AMPA receptor (AMPAR) subunits, all of which are downregulated in the CA1 pyramidal layer of *App*^NL-G-F^ mice (Fig. 2d). Thus, consistent with our electrophysiological and immunohistochemical observations, spatial transcriptomics analysis revealed a molecular signature of a homeostatic synaptic plasticity response in the *App*^NL-G-F^ CA1 pyramidal layer at 3.5 months of age.

**Fig. 2:**
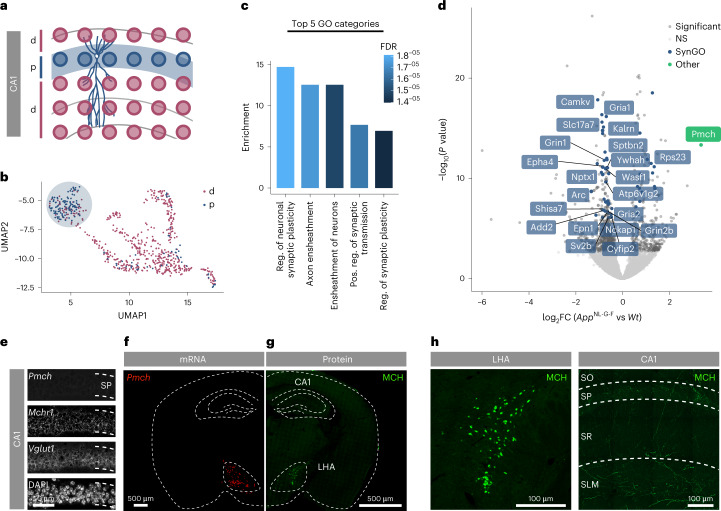
Spatial transcriptomics reveals *Pmch* as a key player in plasticity response. **a**,**b**, Spatial transcriptomics performed on mouse sections of *Wt* and *App*^NL-G-F^ brains at 3.5 MO. **a**, TDs from CA1 pyramidal layer (p) (**b**) cluster away from dendritic (d) TDs in an unbiased cluster analysis. Number of TDs in p: *Wt* *n* = 33, *App*^NL-G-F^ *n* = 42. **c**, Results of GO enrichment analysis on the top 200 DE genes (based on *P* value). GO categories were sorted by *P* value and the top 8 GO categories were ordered by normalized enrichment score (Fisher’s exact test). The five most enriched GO categories are shown in the bar plot. Coloring represents false discovery rate (FDR). See additional information in Supplementary Table 2. **d**, Volcano plot showing average gene expression differences between *App*^NL-G-F^ and *Wt* TDs. Significant genes (EdgeR’s quasi-likelihood *F* test with Benjamini–Hochberg correction < 0.05), are shown in dark gray. Significant genes annotated in SynGO are highlighted in blue, other significant genes of interest are shown in green. The 21 genes annotated in SynGO and present in at least one homeostatic plasticity dataset are labeled (Supplementary Table 3). NS, not significant. **e**, CA1 pyramidal layer crops showing *Pmch*, *Mchr1* and *Vglut1* (*Slc17a7*) mRNA expression using RNAscope. DAPI was used to label nuclei. *Wt* *n* = 2 independent experiments. **f**,**g**, Whole-brain coronal section showing expression of *Pmch* (**f**) and MCH (**g**). *Wt* *n* = 3 independent experiments. **h**, Crops of LHA and CA1 regions showing MCH-positive cell bodies in the LHA and axons projecting to CA1 region. *Wt* *n* = 3 independent experiments. FC, fold change.

### Upregulation of *Pmch* in the *App*^NL-G-F^ CA1 pyramidal layer

An advantage of the spatial transcriptomics approach is that it covers cellular niches in the brain, yielding the transcriptional profiles of CA1 pyramidal neurons but also of the surrounding environment^26^. Spatial transcriptomics analysis revealed that the most upregulated gene in the CA1 pyramidal region of *App*^NL-G-F^ mice at 3.5 months is *Pmch*, which belongs to the top GO category (regulation of neuronal synaptic plasticity; Fig. 2c,d and Supplementary Table 2). *Pmch* encodes the prepro-melanin-concentrating hormone peptide, which is further processed into several peptides including MCH^32,33^. While no precise hippocampal synaptic function has been attributed to this peptide, the involvement of its functional MCH receptor 1 (MCHR1) in plasticity has been suggested^34,35^. Moreover, injection of MCH in the hippocampus promotes memory^36,37^ and MCH-positive hypothalamic neurons play a role in novelty detection^38,39^ and memory consolidation during sleep^20^. *Pmch* mRNA is primarily expressed in neurons located in the LHA^33^, confirmed by single-molecule fluorescence in situ hybridization and available single-cell sequencing datasets (Fig. 2e,f and Extended Data Figs. 4 and 5; https://celltypes.brain-map.org/rnaseq/)^40^. Neither excitatory and inhibitory neurons nor glial cells in *Wt* or *App*^NL-G-F^ CA1 expressed *Pmch* (Extended Data Fig. 4a,b). MCH neurons in the LHA (Fig. 2g) broadly project their MCH-rich axonal terminals, including to the dorsal CA1 region, as shown by MCH immunohistochemistry in sections of adult *Wt* mice (Fig. 2h), consistent with previous studies^33^. Therefore, elevated *Pmch* expression detected in the CA1 spatial transcriptomics analysis points to an increase in *Pmch* mRNA pools in MCH-positive axons. CA1 pyramidal neurons do express *Mchr1* (Fig. 2e). Spatial transcriptomics analysis of *Pmch* and *Mchr1* levels in the CA1 region showed that *Pmch* is upregulated at 3.5 months but not at 18 months, whereas *Mchr1* is downregulated at 3.5 months but not at 18 months in *App*^NL-G-F^ mice (Extended Data Fig. 3c–f). Spatial transcriptomics analysis further revealed that *Pmch* is also upregulated in the LHA of *App*^NL-G-F^ mice at 3.5 months (Extended Data Fig. 3c–f).

To test whether manipulating the activity of MCH neurons in the LHA affects *Pmch* mRNA levels in the hippocampus, we expressed hM3Dq(Gq) designer receptors exclusively activated by designer drugs (DREADDs) in the LHA of *Pmch*-cre mice. Acute activation of MCH neurons by clozapine *N*-oxide (CNO; 3 mg per kg body weight, intraperitoneal injection) resulted in an increase in *Pmch* mRNA levels in the hippocampus (Extended Data Fig. 5c,d). Altogether, these results suggest that *Pmch* can be dynamically regulated in MCH axons located in the CA1 region.

### Melanin-concentrating hormone reduces synaptic strength and modulates mean firing rate

*Pmch* belongs to the most enriched GO category related to synaptic plasticity and was strongly upregulated in the *App*^NL-G-F^ LHA and CA1 regions at the stage when CA1 pyramidal neurons displayed a decrease in excitatory synaptic transmission, intrinsic excitability and cFos-positive neuron number. We thus reasoned that the MCH peptide might play a role in the observed homeostatic response, a previously unexplored question. To gain insight of the effect of MCH on hippocampal synaptic function, we first treated cultured *Wt* hippocampal neurons with different concentrations of MCH peptide (100 nM, 300 nM and 1 µM) (Fig. 3a,b and Extended Data Fig. 6a). MCH application strongly reduced excitatory synaptic transmission, as shown by a decrease in the frequency and amplitude of sEPSCs and miniature excitatory postsynaptic currents (mEPSCs; Fig. 3a,b and Extended Data Fig. 6b). The robust decrease in mEPSC amplitude indicates a reduction in postsynaptic AMPAR content following MCH treatment. Consistent with this, the levels of phosphorylated GluA1 on serine 845 (pS845), a phospho-epitope on the GluA1 AMPAR subunit that promotes surface targeting or retention, were decreased upon 4 h of MCH treatment (Fig. 3c,d). These results indicate that MCH reduces excitatory synaptic strength in hippocampal neurons.

**Fig. 3:**
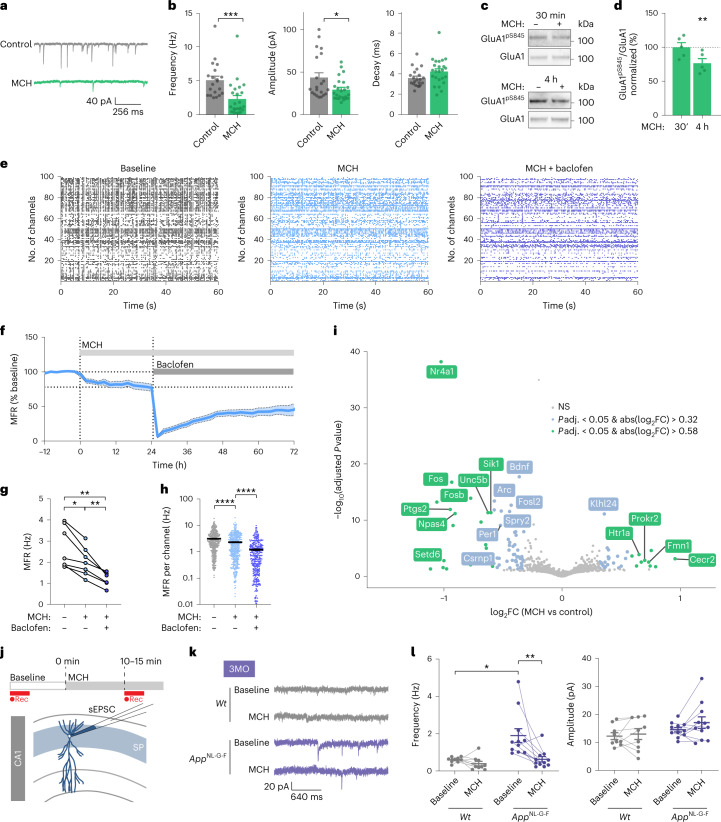
Melanin-concentrating hormone decreases synaptic strength and modulates firing rate homeostasis. **a**,**b**, Whole-cell voltage clamp recordings of sEPSCs in hippocampal cultured neurons treated with vehicle or 1 μM MCH peptide for 4 h. Representative raw traces (**a**) and graphs (**b**) of sEPSC frequency (*P* = 0.0001), amplitude (*P* = 0.0255) and decay time. Number of independent cultures, *n* = 4; number of neurons, control *n* = 20, 1 μM MCH *n* = 24. Two-tailed unpaired *t*-test or Mann–Whitney test, depending on normality. Individual data points shown; bars represent the mean ± s.e.m. (*P < 0.05, ***P < 0.001). **c**,**d**, Hippocampal cultures treated with vehicle or 1 μM MCH for 30 min or 4 h (**c**) analyzed for phosphorylated GluA1 on serine 845 (GluA1^pSer845^) and total GluA1 levels. **d**, GluA1^pSer845^/GluA1 ratio normalized to vehicle (*P* = 0.0079). Number of independent cultures for all conditions, *n* = 5; data points represent the average of three replicas per each independent culture. Two-tailed unpaired *t*-test. Individual data points shown; bars represent the mean ± s.e.m. (**P < 0.01). **e**, Raster plots from a representative MEA experiment in hippocampal neurons showing activity of the same 99 channels in baseline, 24 h of 1 µM MCH and 2 d after application of 10 µM baclofen (MCH + baclofen). **f**, Time course of MFR after MCH (1 µM, ~20% steady-state reduction) and impaired renormalization of MFR after baclofen (10 µM) to the new set point. **g**, Summary of MFRs following 24 h of MCH and MCH + baclofen for 2 d. Number of independent cultures: baseline, *n* = 7; MCH, *n* = 7; baclofen, *n* = 6. (Baseline versus MCH *P* = 0.0151; MCH versus baclofen *P* = 0.0048, baseline versus baclofen *P* = 0.0099). Mixed-effect model analysis with Tukey’s post hoc test. (*P < 0.05, **P < 0.01). **h**, Changes in MFR per channel after MCH (MCH, 2.30 ± 0.11 Hz) and MCH + baclofen for 2 d (MCH + baclofen, 1.2 ± 0.08 Hz) compared to baseline (baseline, 3.12 ± 0.13 Hz). Number of independent cultures: baseline, *n* = 7; MCH, *n* = 7; baclofen, *n* = 6. (Baseline versus MCH *P* < 0.0001; MCH versus baclofen *P* < 0.0001, baseline versus baclofen *P* < 0.0001). Individual data points shown with bars representing the mean ± s.e.m. Mixed-effect model analysis with Tukey’s post hoc test (****P < 0.0001). **i**, Volcano plot showing gene expression differences between hippocampal cultures treated with vehicle or 1 μM MCH for 4 h. Number of independent cultures: *n* = 2, 2 replicas per culture. (log_2_FC values were calculated using DESeq2. *P* values were calculated using the Wald test and adjusted for multiple testing using Benjamini–Hochberg correction). DE genes are available in Supplementary Table 5. **j**–**l**, Whole-cell voltage clamp recordings of sEPSC in CA1 pyramidal neurons in acute hippocampal slices before (baseline) and after incubation of 1 µM of MCH, from *Wt* and *App*^NL-G-F^ mice at 3 MO. Schematic (**j**) and representative traces (**k**) of sEPSC frequency (**l**; *Wt* baseline versus *App*^NL-G-F^ baseline *P* = 0.0239; *App*^NL-G-F^ baseline versus *App*^NL-G-F^ MCH *P* = 0.0032) and amplitude. Number of neurons: 3MO neurons from six or more mice *- Wt* *n* = 9, *App*^NL-G-F^ *n* = 11. Two-tailed unpaired *t*-test or Mann–Whitney test used depending on normality. Individual data points shown; bars represent the mean ± s.e.m. (*P < 0.05, **P < 0.01). Source data

Next, we treated cultured *Wt* hippocampal neurons grown on a multielectrode array (MEA) with MCH peptide and recorded neuronal activity over 24 h. MCH application caused a sustained decrease in mean firing rates (MFRs; Fig. 3e). To test whether MCH modulates homeostatic mechanisms, we used the GABA_B_ receptor agonist baclofen, previously shown to induce homeostatic mechanisms enabling recovery of MFR to a set-point level in response to inhibition^41^^,42^. Addition of 10 µM baclofen in the presence of MCH resulted in a transient reduction of MFR, followed by renormalization of the MFR to a new, lower set-point level (Fig. 3e–h). These results indicate that MCH peptide limits activity-dependent compensatory mechanisms underlying MFR renormalization.

To reveal the molecular correlates of MCH-induced responses, we performed bulk RNA sequencing (RNA-seq) on hippocampal neurons treated with MCH (Fig. 3i and Supplementary Table 5). 

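Hippocampal neurons of *Wt* mice, cultured from embryonic day 18, received 1 µM MCH peptide or control vehicle (H2O) for 4 h and were collected between 12 and 14 days in vitro. The paper describes 2 independent cultures with 2 wells per treatment in each, which gives 4 vehicle-treated and 4 MCH-treated wells, numbered here as replicates 1 to 4 of each treatment. The culture that each replicate came from is given neither in the paper's text nor in the sample labels. Poly-A RNA of each well was sequenced as a stranded library. The authors quantified the reads with salmon in the nf-core/rnaseq pipeline on GRCm38 and deposited estimated counts per transcript and their sums per gene, without normalization. The total of estimated counts on genes ranged from 26083936 to 28240903 per vehicle-treated well, with a median of 27320653, and from 26806683 to 31844861 per MCH-treated well, with a median of 28287671. The mean total over the 8 wells was 28024129 counts, below the average depth per library that the paper states. All values given here use the totals of the deposited counts. Counts were rounded to whole numbers, scaled by edgeR's TMM method and compared between MCH and vehicle with edgeR's quasi-likelihood test. The test covered the 14962 genes that passed edgeR's filter on low counts, and genes with a Benjamini–Hochberg adjusted *P* value under 0.05 are called differentially expressed (DE). On counts simulated once from these wells with the sides built in, and with 200 genes changed by 1 on the log2 scale, the test found 148 of the 200 and made 1 false call. No other size of change was simulated, so the share found is not known for genes that changed by less. After the treatment means were taken out, the first principal component of the log2 counts held 59.8% of the variance and parted replicates 1 and 2 of both treatments from replicates 3 and 4. Between these sides, 5194 of the 14962 genes differed. The comparison of MCH with vehicle has no term for the sides. Fits with the side as a block (the batch block) or with the replicate number as a block (the replicate block) are given where they change a call.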

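MCH changed 35 of the 14962 genes tested, of which 31 were lower and 4 higher than with vehicle. Of the 35 DE genes, 29 changed by more than 0.32 on the log2 scale and 12 by more than 0.58, the classes drawn in Fig. 3i. In all 35, the 4 MCH-treated wells lay on one side of the 4 vehicle-treated wells, as they did in 902 of the genes tested (6.03%, where chance gives 2.86%). Without adjustment, 1272 genes had a *P* value under 0.05. The alternative that moved the number of DE genes most was the batch block, with 668 (391 lower and 277 higher), and the replicate block gave 596 (337 lower and 259 higher). Both fits held all 35 genes, and they shared 564. On the simulated counts, 10.9% of the calls with the batch block and 13.3% of those with the replicate block were false, against 0.671% without a block. Of the 200 changed genes, these blocks found 188 and 189, against 148 without a block. With each well left out in turn, between 4 and 29 genes were DE, the lowest number without vehicle replicate 4. The copy of Supplementary Table 5 used here holds 1828 of its 45583 genes, and in it the paper reports 318 DE genes. Those came from DESeq2 after import with tximport, whereas the 35 here came from edgeR on gene counts. Of the 19 genes that the paper names in its text or labels in Fig. 3i, 8 were DE over all genes tested and 15 when adjusted over the list alone, which is not independent evidence because the study chose the list on these wells. With either block, 16 of the 19 were DE. The 7 genes labelled only in Fig. 3i were not DE on all 8 wells in edgeR without a block and with TMM factors and edgeR's filter, whereas DESeq2 without a block called *Unc5b*, *Per1*, *Csrnp1* and *Htr1a*. *Unc5b* (ENSMUSG00000020099, chromosome 10 of GRCm38, 60762593 to 60831581) fell from 42.1 ± 4.72 to 26.8 ± 3.33 CPM (mean ± SD, n = 4 wells), a log2 fold change of −0.65 (standard error 0.11, adjusted *P* = 0.0597 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Per1* and *Csrnp1* had log2 fold changes of −0.62 and −0.69, with adjusted *P* values of 0.069 and 0.0761 from the same edgeR quasi-likelihood test with Benjamini–Hochberg adjustment, and *Htr1a* had 0.71, with 0.158. In these 4 genes every MCH-treated well lay on one side of every vehicle-treated well, and with the batch block their adjusted *P* values in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment ranged from 1.24e-08 in *Per1* to 0.000196 in *Htr1a*. *Cecr2* rose from 3.91 ± 0.991 to 5.43 ± 0.441 CPM (n = 4 wells, two-sided exact permutation test, *P* = 0.0571), a log2 fold change of 0.47 that was DE only with a block or a surrogate variable among the alternatives set before the data were examined. The permutation test took no account of the sides. Within each side, *Cecr2* was higher in both MCH-treated wells than in both vehicle-treated wells. *Setd6* and *Fmn1* showed no detectable change in reads per gene, with log2 fold changes of −0.20 (standard error 0.14) and −0.00063 (standard error 0.14). When the average length of the transcripts was added as an offset, the log2 fold changes became −1.10 in *Setd6*, 0.87 in *Fmn1* and 1.09 in *Cecr2*, and none of these passed the threshold (adjusted *P* = 0.598, 0.361 and 0.247 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). With the batch block and this offset, fits chosen after seeing the data, the methods differed. All 3 genes passed in DESeq2 (adjusted *P* = 0.0018, 0.00315 and 0.000796 from DESeq2's Wald test with Benjamini–Hochberg adjustment). None passed in edgeR (0.14, 0.165 and 0.114 from its quasi-likelihood test with the same adjustment).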

MCH treatment consistently downregulated several genes involved in neuronal excitability and synaptic plasticity, including the immediate early genes *Nr4a1* (the most downregulated gene), *Fos*, *Fosb*, *Fosl2*, *Arc* and *Npas4* (refs. ^43–46^; Fig. 3i and Supplementary Table 5), and *Bdnf* and *Ptgs2* (refs. ^47,48^). Moreover, MCH application induced downregulation of *Spry2*, *Ptgs2* and *Sik1* and upregulation of *Prokr2* and *Klhl24—*changes that have previously been shown to protect neurons from excitotoxicity during kainate-mediated responses and epilepsy^49–53^ (Fig. 3i and Supplementary Table 5). 

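*Nr4a1* (ENSMUSG00000023034) lies on chromosome 15 of GRCm38 from 101254269 to 101274795. Its expression was 93.9 ± 20.8 CPM (mean ± SD, n = 4 wells) with vehicle and 45.4 ± 9.10 CPM (n = 4) with MCH. The log2 fold change was −1.05 (standard error 0.19, adjusted *P* = 0.126 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Within the sides, the difference in mean log2 CPM was −1.10 in replicates 1 and 2 and −0.99 in replicates 3 and 4. With the batch block, *Nr4a1* was DE at a log2 fold change of −1.04 (standard error 0.06, adjusted *P* = 2.05e-07 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and over the 13 alternatives set before the data were examined, apart from the fits that leave out a well, the adjusted *P* value ranged from 2.05e-07 to 0.348. *Nr4a1* ranked 78th by *P* value without a block and 6th with the batch block, and among the DE genes of the latter fit its log2 fold change was the 7th lowest. *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) fell from 62.7 ± 7.09 to 33.4 ± 2.36 CPM (SD, n = 4), a log2 fold change of −0.91 (standard error 0.08, adjusted *P* = 0.00492 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). MCH replicate 1 had 36.9 CPM of *Fos*, apart from the other MCH-treated wells at 31.9 to 32.6 CPM. *Fosb* (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) fell from 24.0 ± 1.53 to 13.8 ± 0.815 CPM, and *Arc* (ENSMUSG00000022602, chromosome 15, 74669083 to 74672570) from 56.2 ± 1.86 to 37.3 ± 2.45 CPM. Their log2 fold changes were −0.80 and −0.59, both with an adjusted *P* value of 0.00492 in the same edgeR quasi-likelihood test with Benjamini–Hochberg adjustment. *Fos*, *Fosb* and *Arc* were DE in all 8 fits that each left out a well. *Npas4* (ENSMUSG00000045903, chromosome 19, 4984355 to 4990316) fell from 38.0 ± 2.33 to 19.8 ± 3.12 CPM, and *Fosl2* (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) from 328 ± 8.96 to 246 ± 17.9 CPM. Their log2 fold changes were −0.94 and −0.41, with adjusted *P* values of 0.0135 and 0.022 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, and each was DE in 4 of the 8 fits. *Bdnf* (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007) had 336 ± 47.4 CPM with vehicle and 258 ± 33.5 CPM with MCH. Its log2 fold change of −0.38 did not pass the threshold without a block (standard error 0.12, adjusted *P* = 0.41 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and it did with the batch block (−0.38, standard error 0.03, adjusted *P* = 1.35e-07). In each of these 7 genes every MCH-treated well was below every vehicle-treated well (two-sided exact permutation test, *P* = 0.0286, the smallest that 4 wells against 4 allow, and 0.0388 after Benjamini–Hochberg adjustment over the 19 genes the paper names or labels). The study chose these 19 genes on the same wells, so the adjusted value is not independent evidence. The permutations also took no account of the sides. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) had 49.5 ± 14.0 CPM with vehicle and 32.7 ± 11.1 CPM with MCH, and the wells of the treatments overlapped (two-sided exact permutation test, *P* = 0.171). The overlap lay across the sides. Within replicates 1 and 2 and within replicates 3 and 4, *Ptgs2* was lower in both MCH-treated wells than in both vehicle-treated wells. Its log2 fold change was −0.59 (standard error 0.29, adjusted *P* = 0.651 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and it was −0.54 in replicates 1 and 2 and −0.69 in replicates 3 and 4. With the batch block, *Ptgs2* was DE (log2 fold change −0.61, adjusted *P* = 1.36e-07), and over the alternatives set before the data were examined, apart from the fits without a well, the adjusted *P* value from edgeR's quasi-likelihood, DESeq2's or limma's test with Benjamini–Hochberg adjustment ranged from 1.36e-07 to 0.805.

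**Figure D1:**
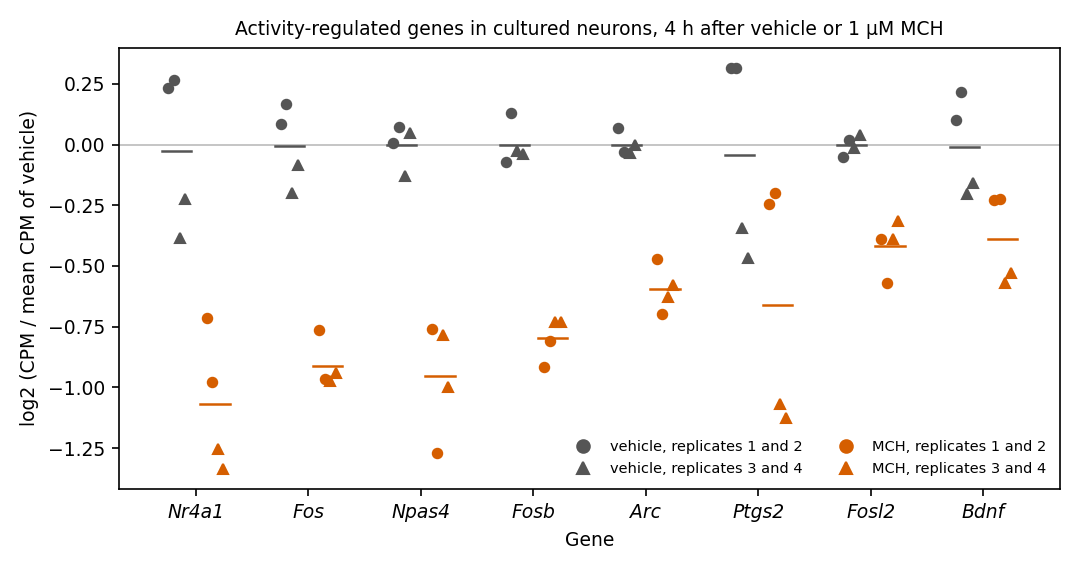
Expression of *Nr4a1*, *Fos*, *Npas4*, *Fosb*, *Arc*, *Ptgs2*, *Fosl2* and *Bdnf* in each well as the log2 of CPM over the mean CPM with vehicle, with circles for replicates 1 and 2, triangles for replicates 3 and 4 and horizontal lines for the mean of the 4 wells. In all genes but *Ptgs2* the MCH-treated wells lie below the vehicle-treated wells, and in *Nr4a1*, *Bdnf* and *Ptgs2* the wells of both treatments part by side.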

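*Spry2* (ENSMUSG00000022114, chromosome 14 of GRCm38, 105891947 to 105896819) fell from 98.2 ± 7.39 CPM with vehicle to 67.9 ± 3.57 CPM with MCH (SD, n = 4 wells). The log2 fold change was −0.53 (standard error 0.06, adjusted *P* = 0.0135 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and *Spry2* was DE in 5 of the 8 fits that each left out a well. *Sik1* (ENSMUSG00000024042, chromosome 17, 31844250 to 31855804) fell from 38.9 ± 2.86 to 25.2 ± 1.23 CPM, a log2 fold change of −0.63 (standard error 0.06, adjusted *P* = 0.0078 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and was DE in 7 of these fits. *Klhl24* (ENSMUSG00000062901, chromosome 16, 20097542 to 20129221) rose from 64.0 ± 3.67 to 83.0 ± 3.86 CPM, a log2 fold change of 0.37 (standard error 0.05, adjusted *P* = 0.0275 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and was DE in 2 of them. Over the alternatives set before the data were examined, apart from the fits without a well, the adjusted *P* value of *Klhl24* reached 0.104 with the length offset, the only one of those 13 fits in which it was not DE. In these 3 genes the wells of the treatments did not overlap. *Prokr2* (ENSMUSG00000050558, chromosome 2, 132337733 to 132385447) had 11.9 ± 1.39 CPM with vehicle and 12.2 ± 0.533 CPM with MCH (n = 4 wells each, two-sided exact permutation test, *P* = 0.714). MCH replicate 2 stood at 13.0 CPM, apart from the other MCH-treated wells at 11.9 to 12.0 CPM. Its log2 fold change in reads was 0.031 (standard error 0.09, adjusted *P* = 0.996 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and the difference in mean log2 CPM was 0.17 in replicates 1 and 2 and −0.10 in replicates 3 and 4. *Prokr2* was not DE in any of the 13 alternatives or the 8 fits without a well. The average effective length of its transcripts, weighted by their estimated abundance, was 4045 ± 112 bases with vehicle and 2510 ± 629 bases with MCH. On ENSMUST00000145995, an annotated transcript of 345 bases, salmon placed 0 reads in the vehicle-treated wells and 5.99 ± 4.47 reads in the MCH-treated wells, against 289 to 392 reads on the gene per well. With this length as an offset, the log2 fold change became 0.80 (adjusted *P* = 0.361 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). In DESeq2 with the batch block and the length offset, a fit chosen after seeing the data, it was 0.79 (standard error 0.18, adjusted *P* = 0.00156 with Benjamini–Hochberg adjustment). Of the other fits with the offset chosen after seeing the data, edgeR with the batch block gave 0.79 (adjusted *P* = 0.132 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and the same DESeq2 fit without transcripts under 500 bases in the average length gave 0.041 (adjusted *P* = 0.92 from DESeq2's Wald test with Benjamini–Hochberg adjustment). For *Ptgs2*, the length offset moved the log2 fold change to −0.98, and ENSMUST00000190784, an annotated transcript of 358 bases, held 11.2 ± 9.45 estimated reads with vehicle and 0 with MCH.

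**Figure D2:**
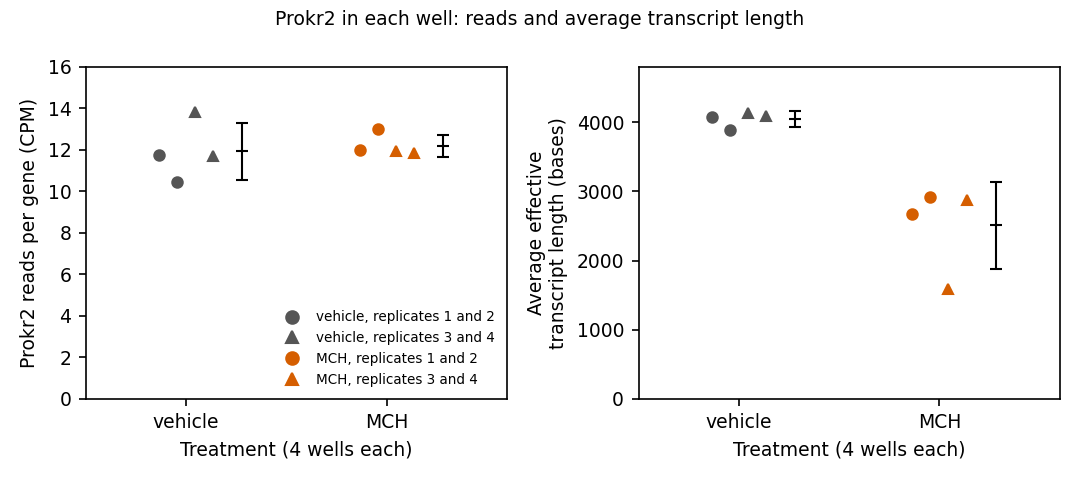
CPM of *Prokr2* (left axis) and the average effective length of its transcripts in bases (right axis) in each of the 4 wells per treatment, with circles for replicates 1 and 2, triangles for replicates 3 and 4 and bars for the mean ± SD. The reads overlap between the treatments, while every MCH-treated well has a shorter average length than every vehicle-treated well.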

Altogether, these observations suggest that MCH, released from MCH axons in the CA1 region, can protect CA1 pyramidal neurons from aberrant excitation through reduction of synaptic strength, MFR and expression of neuronal excitability-associated and synaptic plasticity-associated genes.

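Beyond the genes named one by one, lists of genes written before the data were examined were tested with camera. It was run on the counts with edgeR's dispersions, at a preset correlation between genes of 0.01. The lists of activity-regulated genes were written after Supplementary Table 5 and Fig. 3i had been read. Of 40 immediate early genes, 39 were tested and 35 were lower with MCH, with a median log2 fold change of −0.35 (adjusted *P* = 6.50e-66 from limma's camera with Benjamini–Hochberg adjustment over the 12 lists). The median was −0.40 both in replicates 1 and 2 and in replicates 3 and 4, and between −0.49 and −0.31 in the 4 pairs of wells with the same number. Without the genes the paper names, the median of the remaining 29 was −0.29. The targets of CREB had a median of −0.28 (18 of 20 lower), targets of the serum response factor −0.17 (14 of 15 lower), late response genes −0.15 (16 of 18 lower) and glutamate receptor subunits 0.09 (3 of 9 lower). Within replicates 1 and 2 and within replicates 3 and 4, the medians were −0.39 and −0.23 for CREB targets, −0.075 and −0.080 for serum response factor targets, −0.18 and −0.20 for late response genes, and 0.10 and 0.03 for glutamate receptor subunits. Without the genes the paper names, the median was −0.16 over the remaining 14 CREB targets and −0.14 over the remaining 17 late response genes, and the other 2 lists hold none of them. In full, these 5 lists passed the threshold of 0.05 with camera. Immediate early genes, CREB targets and serum response factor targets also passed it with a correlation estimated from the data and with limma's fry (adjusted *P* = 0.000729, 0.00725 and 0.0107 with fry), whereas late response genes (0.0781) and glutamate receptor subunits (0.117) passed with neither. At the preset correlation, 22 of the 35 ways to split the 8 wells into 4 and 4 gave at least the 5 lists of the real split, and with fry 2 of the 35 gave at least its 3 lists, the other being the split between the sides. The 21 synaptic plasticity genes of Supplementary Table 3 had a median log2 fold change of 0.02 (6 of 21 lower, adjusted *P* = 0.385 from limma's camera). Without the 1 gene of this list that the paper names for this experiment, the median was 0.03 and the list passed the threshold (adjusted *P* = 0.00723 from limma's camera). From the lower expression of the genes it names, such as *Nr4a1* and *Fos*, together with its recordings of synaptic strength and MFR, the paper proposes that MCH released from axons in CA1 can protect pyramidal neurons there against aberrant excitation.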

### Melanin-concentrating hormone reverses increased excitatory drive in *App*^NL-G-F^ CA1

To test whether MCH can reverse the increased excitatory synaptic drive of CA1 pyramidal neurons in *App*^NL-G-F^ mice, we recorded sEPSCs from CA1 pyramidal neurons in acute hippocampal slices from 3-month-old *Wt* and *App*^NL-G-F^ mice before and upon bath application of MCH peptide. We observed that acute MCH treatment reduced the elevated frequency of sEPSCs in *App*^NL-G-F^ CA1 pyramidal neurons to the baseline levels observed in *Wt* mice before MCH incubation, without affecting their amplitude (Fig. 3j–l). This result indicates that MCH can renormalize increased excitatory synaptic transmission in *App*^NL-G-F^ CA1 pyramidal neurons.

### Reduced fraction of active melanin-concentrating hormone neurons in *App*^NL-G-F^ mice

Our findings show that MCH downregulates synaptic strength and MFR, modulates the homeostatic machinery in hippocampal neurons and reverses aberrant excitatory drive of *App*^NL-G-F^ CA1 pyramidal neurons. We next asked whether the activity of MCH neurons is altered in *App*^NL-G-F^ mice compared to *Wt* mice at 6 months of age, a time when CA1 excitatory drive stability is lost. MCH neurons are maximally active during rapid eye movement (REM) sleep^54^ and are intermingled with wake state-promoting hypocretin/orexin (Hcrt/Ox)-positive neurons^55^ in the LHA. We quantified the percentage of MCH neurons and Hcrt/Ox neurons that are cFos positive as a proxy for neuronal activity at three different states: at the beginning of the light phase (control baseline (B) group B), after 6 h of sleep deprivation (SD), and after 6 h of SD followed by a 4-h sleep rebound (RB; Fig. 4a,b) during which MCH neurons have been shown to be strongly active^19^. As expected, RB increased the percentage of cFos-positive (active) MCH neurons in *Wt* mice (Fig. 4c,e). In *App*^NL-G-F^ mice, however, this RB-induced increase was suppressed compared to *Wt* (Fig. 4c,e). The percentage of active Hcrt/Ox neurons did not differ between *Wt* and *App*^NL-G-F^ mice for any of the three states (Fig. 4d,e). Together, these results indicate a selective decrease in the percentage of active MCH neurons following RB sleep in *App*^NL-G-F^ mice at 6 months.

**Fig. 4:**
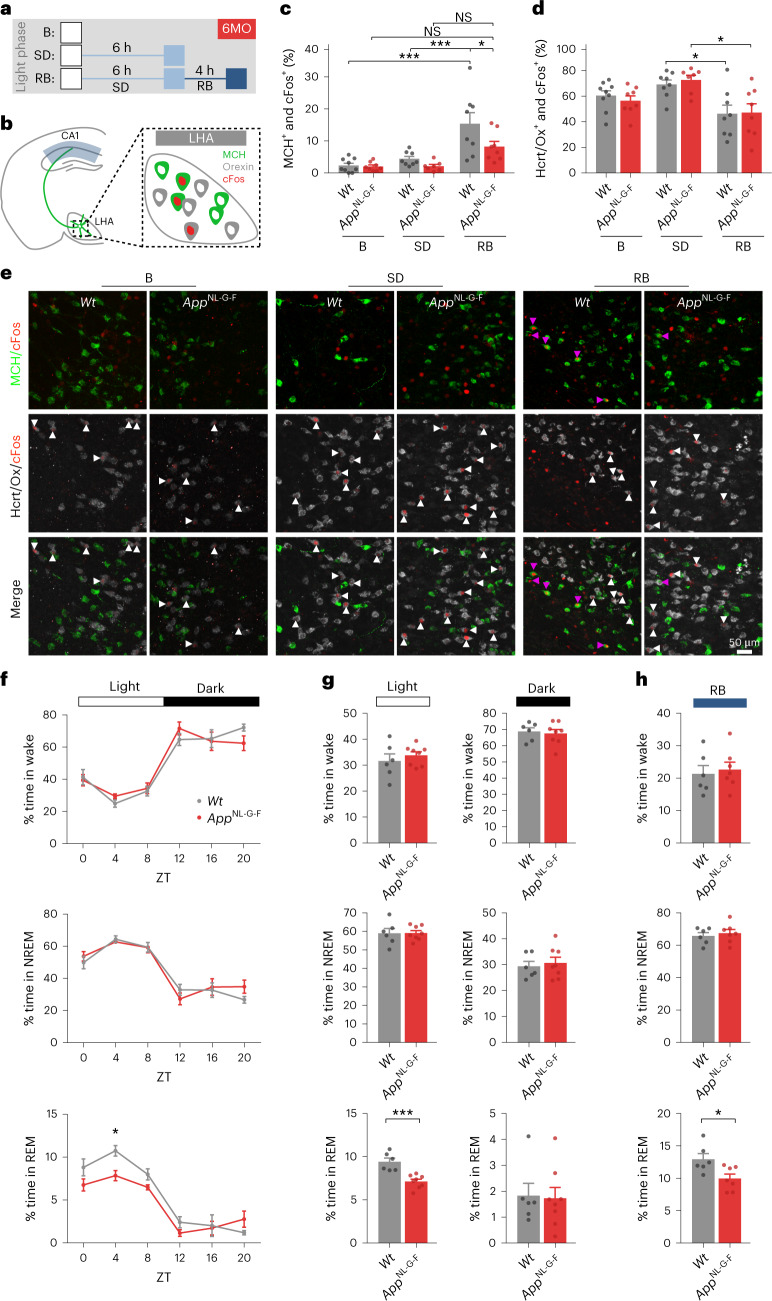
Reduced fraction of active MCH neurons and perturbed rapid eye movement sleep in *App*^NL-G-F^ mice. **a**, Schematic of experimental groups at 6 months: control (B), 6 h of SD, and 4 h of RB sleep following 6 h of SD. **b**, Location of analyzed neurons. **c**,**d**, Quantifications of LHA neurons from *Wt* and *App*^NL-G-F^ mice. **c**, MCH^+^ and cFos^+^ (*Wt* B versus *Wt* RB *P* = 0.0001, *Wt* SD versus *Wt* RB *P* = 0.0004, *Wt* RB versus *App*^NL-G-F^ RB *P* = 0.0448). **d**, Hcrt/Ox^+^ and cFos^+^ (*Wt* SD versus *Wt* RB *P* = 0.0354, *App*^NL-G-F^ SD versus *App*^NL-G-F^ RB *P* = 0.0126). Number of mice: 6 MO - B: *Wt* *n* = 9, *App*^NL-G-F^ *n* = 8; SD: *Wt* *n* = 8, *App*^NL-G-F^ *n* = 7, RB: *Wt* *n* = 8, *App*^NL-G-F^ *n* = 8. One-way analysis of variance (ANOVA) with Tukey’s post hoc test. Individual data points are shown; bars represent the mean ± s.e.m. (*P < 0.05, ***P < 0.001). **e**, Representative images of LHA show MCH (green) or Hcrt/Ox (gray) neurons positive for cFos (red). Magenta arrowheads denote MCH^+^ and cFos^+^; white arrows denote Hcrt/Ox^+^ and cFos^+^ neurons. **f**,**g**, Basal EEG/EMG recordings show the percentage of time spent in wake, NREM and REM states over Zeitgeber time (ZT; every 4 h; *P* = 0.0192; **f**) or during total light and dark phases (*P* = 0.0004; **g**). Number of mice: 6 MO - B: *Wt* *n* = 6, *App*^NL-G-F^ *n* = 8. Two-way ANOVA, with Holm–Sidak post hoc multiple-comparisons test. Individual data points are shown; bars represent the mean ± s.e.m. (*P < 0.05). **h**, EEG/EMG recordings during RB sleep show the percentage of time spent in wake, NREM or REM (*P* = 0.0214). Number of mice: 6 MO - RB: *Wt* *n* = 6, *App*^NL-G-F^ *n* = 7. Two-tailed unpaired *t*-test. Individual data points are shown; bars represent the mean ± s.e.m. (*P < 0.05).

### Selective reduction in rapid eye movement sleep in *App*^NL-G-F^ mice

Active MCH neurons extend the duration of sleep, in particular REM sleep^18,56–58^. To determine whether sleep–wake architecture is altered in 6-month-old *App*^NL-G-F^ mice, we performed electroencephalographic (EEG) and electromyographic (EMG) recordings. Baseline EEG/EMG signal recordings showed no differences in time spent awake or in non-rapid eye movement (NREM) sleep between *Wt* and *App*^NL-G-F^ mice but revealed that *App*^NL-G-F^ mice spent less time in REM sleep during the light phase (Fig. 4f,g), in agreement with a previous study^59^. Additionally, *App*^NL-G-F^ mice showed a specific reduction in the number of REM sleep bouts per hour (Extended Data Fig. 7a). During baseline recordings, we detected no alterations on the cortical EEG oscillatory activities in *App*^NL-G-F^ mice compared to *Wt* mice (Extended Data Fig. 7b–d).

We then analyzed EEG/EMG signals during SD and RB sleep. Analysis of EEG/EMG signals during SD revealed that both genotypes were efficiently sleep deprived (*Wt* mice spent 96.6% of the time awake, 3.4% in NREM and 0% in REM sleep; *App*^NL-G-F^ mice spent 95.4% of the time awake, 4.6% in NREM and 0% in REM sleep). Quantification of sleep–wake cycle architecture during RB showed no significant difference between *Wt* and *App*^NL-G-F^ mice in the number of awake, NREM or REM bouts per hour (Extended Data Fig. 7a) or in time spent awake or in NREM sleep (Fig. 4h). However, the time spent in REM sleep was specifically reduced in *App*^NL-G-F^ mice compared to *Wt* mice (Fig. 4h). This reduction was associated with the decreased percentage of active MCH neurons in *App*^NL-G-F^ mice in the RB group (Fig. 4c,e). In addition, the sleep homeostatic response was impaired in *App*^NL-G-F^ mice during RB as these mice did not show an increase in NREM sleep delta power^60^ as observed in *Wt* mice (Extended Data Fig. 7e). Taken together, these results indicate a perturbation of the REM sleep component in *App*^NL-G-F^ mice at 6 months.

### Impaired melanin-concentrating hormone axon morphology in *App*^NL-G-F^ and individuals with Alzheimer’s disease

Our observations point to a decrease in active MCH neurons and dysregulation of sleep–wake architecture in 6-month-old *App*^NL-G-F^ mice. To determine whether we could detect evidence of an impairment of the MCH system at the hippocampal level, we analyzed morphological properties of MCH axons in *Wt* and *App*^NL-G-F^ mice in the CA1 region at different time points using immunohistochemistry for MCH. We found that the number of MCH-positive puncta per axon length was similar between the two genotypes at each time point, but that their area gradually increased in *App*^NL-G-F^ mice from 6 months onwards (Fig. 5a–c). This suggests that MCH peptide accumulates in axonal projections and fails to be released in *App*^NL-G-F^ mice at the stage when sEPSC frequency in CA1 pyramidal neurons starts to rise again (Fig. 1c).

**Fig. 5:**
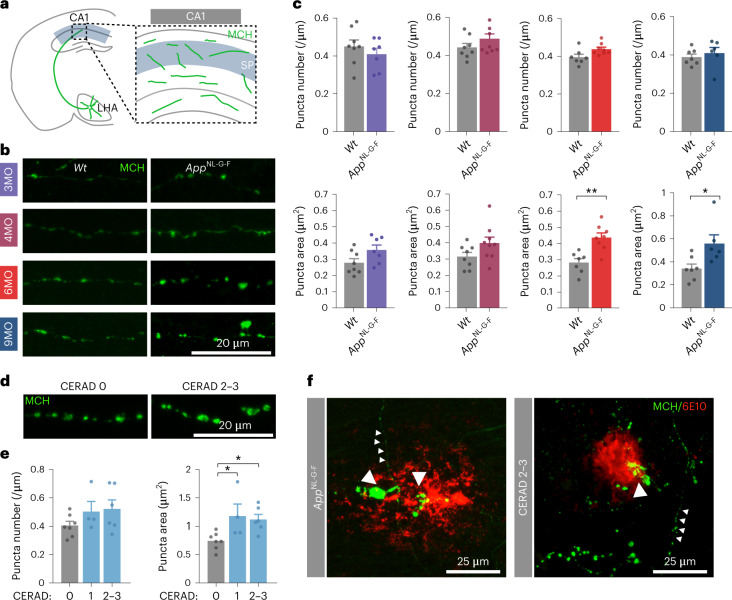
Progressive impairment in MCH axon morphology in *App*^NL-G-F^ mice and individuals with Alzheimer’s disease. **a**, Schematic showing location of analyzed axons. **b**,**c**, CA1-projecting MCH-positive axons in *Wt* and *App*^NL-G-F^ mice at 3, 4, 6 and 9 months. Representative images (**b**) and quantification (**c**) of the number of MCH puncta per axon length and respective puncta area. Number of mice: 3MO - *Wt* *n* = 8, *App*^NL-G-F^ *n* = 7, 4MO - *Wt* *n* = 8, *App*^NL-G-F^ *n* = 8, 6MO - *Wt* *n* = 7, *App*^NL-G-F^ *n* = 8 (*P* = 0.0014), 9MO - *Wt* *n* = 7, *App*^NL-G-F^ *n* = 6 (*P* = 0.023). Two-tailed unpaired *t*-test. Individual data points are shown; bars represent the mean ± s.e.m. (*P < 0.05, **P < 0.01). **d**,**e**, CA1-projecting MCH-positive axons in controls and individuals with AD at different stages of AD pathology. Representative images (**d**) and quantification (**e**) of the number of MCH puncta along axon length and respective puncta area in relation to CERAD. Number of individuals with AD: CERAD 0 *n* = 7; CERAD 1 *n* = 4 (*P* = 0.0404); CERAD 2–3 *n* = 6 (*P* = 0.0466). One-way ANOVA with Tukey’s post hoc test. Individual data points are shown; bars represent the mean ± s.e.m. (*P < 0.05). **f**, Representative images of MCH axons in CA1 hippocampal region show aberrant morphology near Aβ plaques labeled by 6E10 antibody (large arrowhead) and neurite with normal morphology (small arrowheads), in *App*^NL-G-F^ and brain samples from individuals with AD.

Axonal MCH peptide levels fluctuate with circadian phases and are higher during the dark phase^61^. To investigate whether peptide levels in MCH-containing axons in the CA1 region vary with sleep manipulation in *Wt* and *App*^NL-G-F^ mice, we analyzed MCH axons in CA1 following SD and RB sleep at 6 months. In *Wt* mice, the number of MCH puncta increased following SD and renormalized after RB sleep, with no significant changes in area size (Extended Data Fig. 8a–c). In contrast, neither SD nor RB affected the number of MCH puncta in *App*^NL-G-F^ mice (Extended Data Fig. 8a–c). These observations indicate a possible homeostatic regulation—such that in control conditions, MCH peptide levels in MCH axons increase with sleep pressure and decrease after RB sleep—that is compromised in 6-month-old *App*^NL-G-F^ mice and can lead to impaired trafficking or release of MCH peptide.

To determine whether these observations in *App*^NL-G-F^ mice are relevant for humans, we next analyzed MCH axon morphology in postmortem hippocampal sections from individuals with AD. As observed in *App*^NL-G-F^ mice, MCH axons in the CA1 region from individuals with AD with plaque deposition showed an increased area of MCH-positive puncta (Fig. 5d,e and Extended Data Fig. 8d–f). Importantly, this phenotype emerges with progression of the disease, as determined by the neuritic plaque score developed by the Consortium to Establish a Registry for Alzheimer’s Disease (CERAD; Fig. 5d,e), Braak neurofibrillary tangle staging and Aβ deposition in the medial temporal lobe (Extended Data Fig. 8d–f). MCH axons passing through Aβ plaques, revealed by 6E10 immunostaining, adopted a particularly aberrant morphology^62^ (Fig. 5f). Together, these observations show that MCH axon morphology in the CA1 region becomes progressively impaired in both *App*^NL-G-F^ mice and human AD brains.

## Discussion

Our findings indicate that homeostatic mechanisms transiently counteract but ultimately fail to stabilize, Aβ-induced aberrant excitatory drive of hippocampal CA1 neurons in *App*^NL-G-F^ mice^9^. Using spatial transcriptomics to obtain transcriptional profiles of CA1 pyramidal neuron cell bodies and of their surrounding cellular niches^26^, we identified changes in *Pmch* mRNA levels in CA1 as part of the adaptive response to increased excitatory synaptic transmission. This pointed to the involvement of the MCH system in AD pathophysiology.

MCH activity has been shown to modulate hippocampus-dependent functions^20,35,38,63,64^. The MCHR1 receptor is enriched in CA1 neuron cilia and MCH-neuron activity regulates cilia length^65^, supporting a role for MCH release in the CA1 region, but how MCH modulates hippocampal neuron activity remained largely unexplored. We find that MCH peptide downregulates spontaneous excitatory synaptic transmission and decreases MFR during spontaneous activity in hippocampal neurons, consistent with observations in other systems^66–68^. Moreover, MCH modulates the homeostatic response machinery, in part through a transcriptional response that involves suppression of genes regulating synaptic plasticity and neuronal excitability. These findings indicate that MCH modulates synaptic plasticity and excitability in hippocampal neurons. Consistent with this, we find that MCH peptide treatment reverses the aberrant excitatory drive observed in hippocampal slices derived from the *App*^NL-G-F^ AD mouse model.

Our findings identify the MCH system as vulnerable in early AD. MCH neurons are prominently active during REM sleep^54^. We find that a reduction in the percentage of active MCH neurons in *App*^NL-G-F^ mice is paralleled by a decrease in the time spent in REM sleep. Sleep is essential to transform awake experiences into consolidated memories and this process involves synaptic plasticity and remodeling processes that lead to a net decrease in neuronal firing rate, prominently during REM sleep^11–17,69^. Of note, decreased sleep quality is associated with AD pathology^8^ and reduced REM sleep correlates with the risk of dementia onset^70^.

Further pointing to an impaired function of the MCH system, we find that MCH axons projecting from the LHA to the hippocampal CA1 region show progressive alterations in *App*^NL-G-F^ mice and in individuals with AD, including enlarged MCH-containing boutons and the presence of large axonal swellings. Such axonal spheroids were recently demonstrated to disrupt long-range connectivity through a loss of electrical conduction along axons in an AD mouse model^71^. As a widely projecting system, MCH axons would be especially vulnerable to such plaque-induced pathology. The axonal conduction blockades could result in reduced peptide release, which generally requires strong stimulation, thereby impairing MCH function in the CA1 region.

Our work suggests a model in which impaired MCH-dependent synaptic function in CA1 and perturbed REM sleep synergistically compromise neuronal homeostasis, contributing to aberrant neuronal activity in CA1, potentially increasing seizure susceptibility. We confirm that *App*^NL-G-F^ mice have an increased susceptibility to develop seizures upon an intraperitoneally injected subthreshold dose of the GABA_A_ receptor antagonist pentylenetetrazol (PTZ)^72^, and find that this is enhanced by acute sleep perturbations (Extended Data Fig. 9).

The proposed model (Extended Data Fig. 10) provides a cellular and molecular basis for previously observed aberrant neuronal activity, sleep disturbances and impaired memory formation in the early stages of AD. Moreover, it supports the idea that failure of the cellular regulators of homeostasis in response to AD-related pathology plays a key role in the disease progression^73^. Consistent with our findings, intranasal infusion of MCH in an AD mouse model was recently shown to improve memory and reduce soluble Aβ levels^74^. However, the broad range of behavioral and metabolic effects resulting from manipulation of the MCH system^75^ warrants caution in directly translating these results into therapeutic options in humans. Finally, impairment of MCH-mediated neuronal homeostasis may be broadly relevant for other neurodegenerative^76^ and psychiatric disorders^77,78^.

## Methods

### Mice

All mouse lines were maintained on a C57BL/6J background, bred in-house and raised in a temperature-controlled and humidity-controlled room with a 14–10 h light–dark cycle (lights on from 7:00 to 21:00). *App*^NL-G-F^ knock-in^79^ mice express Swedish (p.LysMet670/671AsnLeu), Beyreuther/Iberian (p.Ile716Phe) and Arctic (p.Glu693Gly) mutations in the App gene under the endogenous promoter on the C57BL/6J background. *App*^NL-G-F^ mice were backcrossed for at least two generations with C57BL/6J mice. In the *Pmch*-cre, cre expression is driven by a ~108-kb fragment of the *Pmch* gene promoter using bacterial artificial chromosome technology^18^. Males and females are used (Supplementary Table 7). All experimental protocols were approved by the Institutional Animal Care and Research Advisory Committee of the KU Leuven (ECD P183/2017) and were performed in accordance with the Animal Welfare Committee guidelines of the KU Leuven, Belgium. The health and welfare of the animals was supervised by a designated veterinarian. The KU Leuven animal facilities complied with all appropriate standards (cages, space per animal, temperature, light, humidity, food and water), and all cages were enriched with materials that allow the animals to exert their natural behavior.

### Antibodies

Anti-mouse GluR1 (Milipore, MAB2263; 1:500 dilution), anti-rabbit MCH (H-070-034, Phoenix; 1:500 dilution), anti-rabbit GluR1 pSer845 (Millipore, AB5849; 1:500 dilution), anti-mouse 6E10 (803003, BioLegend; 1:1,000 dilution), anti-sheep Orexin (LS-B31, LSBio; 1:1,000 dilution), anti-mouse cFos (MCA-2H2, EnCore; 1:1,000 dilution), anti-rabbit cFos (Synaptic Systems, 226-003; 1:1,000 dilution), anti-rabbit Iba1 (234-003, Synaptic Systems; 1:1,000 dilution), anti-guinea pig GFAP (173-004, Synaptic Systems; 1:1,000 dilution).

### Patch-clamp electrophysiology in acute slices

Electrophysiology was performed at the VIB-KU Leuven Center for Brain and Disease Research Electrophysiology Expertise Unit. All recordings were performed on *Wt* or *App*^NL-G-F^ littermate pairs. For any parameter analyzed, a minimum of three pairs were used. Mice younger than 2 months were anesthetized with isoflurane and rapidly decapitated to prepare acute 300-μm-thick parasagittal brain slices on a Leica VT1200 vibratome. Mice older than 2 months were anesthetized with Nembutal and transcardially perfused with sucrose-based cutting solution (see below) to prepare acute 300-μm-thick parasagittal brain slices on a Leica VT1200 vibratome. Slicing was performed in a sucrose-based cutting solution (artificial cerebrospinal fluid, aCSF) that consisted of: 87 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 10 mM glucose, 25 mM NaHCO_3_, 0.5 mM CaCl_2_, 7 mM MgCl_2_, 75 mM sucrose, 1 mM kynurenic acid, 5 mM ascorbic acid and 3 mM pyruvic acid (pH 7.4 with 5% CO_2_/95% O_2_). Slices were allowed to recover at 34 °C for 30 min, and then maintained at room temperature in the same solution for at least 30 min before using. Pipettes were pulled on a horizontal micropipette puller (Sutter P-1000) and resistances ranged from 3 to 5 MΩ. Whole-cell voltage clamp recordings were made of CA1 pyramidal neurons at the distal region of pyramidal layer and data collected with pCLAMP 10. All recordings were done at 34 °C. Input resistance, pipette series resistance and membrane holding current were monitored throughout all recordings to ensure stability and quality. Currents were sampled at 20 kHz and stored after 3 kHz low-pass Bessel filtering (Molecular Devices DigiData 1440A and Multiclamp 700B). Before analysis, the data were low-pass filtered at 1 kHz.

For sEPSCs, slices were perfused at 1–2 ml min^−1^ with aCSF consisting of: 119 mM NaCl, 2.5 mM KCl, 1 mM NaH_2_PO_4_, 11 mM glucose, 26 mM NaHCO_3_, 4 mM MgCl_2_, 4 mM CaCl_2_ and 0.05 mM picrotoxin, bubbled continuously with 95% O_2_ and 5% CO_2_ using a cesium methanesulfonate-based internal solution: 115 mM cesium methanesulfonate, 20 mM cesium chloride, 10 mM HEPES, 2.5 mM MgCl_2_, 4 mM ATP disodium salt, 0.4 mM GTP sodium salt, 10 mM creatine phosphate and 0.6 mM EGTA, adjusted to a pH of 7.5 and 295 mOsm. Membrane potential was clamped at −70 mV. Then, 1 µM MCH peptide (H-070-47, Phoenix) was applied via perfusion into the bath recording solution after control baseline recording, and data were collected 10–15 min after perfusion started. sEPSCs were analyzed using the Mini Analysis program (Synaptosoft). Intrinsic properties were quantified using Clampfit 10.7 (Axon Instruments).

For intrinsic properties, we perfused at 1–2 ml min^−1^ with aCSF consisting of: 124 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 24 mM NaHCO_3_, 5 mM HEPES, 12.5 mM glucose, 2 mM MgSO_4_.7H_2_O, 2 mM CaCl_2_.2H_2_O and 0.05 mM picrotoxin bubbled continuously with 95% O_2_ and 5% CO_2_ and used a potassium gluconate-based internal solution: 135 mM potassium gluconate, 4 mM KCl, 2 mM NaCl, 10 mM HEPES, 4 mM EGTA, 4 mM Mg ATP and 0.3 mM Na GTP, adjusted to pH 7.25 and 295 mOsm. Somatic current injections of 20 pA steps starting at −50 until 530 pA were used for action potential profiling.

### Multielectrode array electrophysiology in acute slices

Whole-brain parasagittal sections were prepared as described above. Age-matched *Wt* and *App*^NL-G-F^ mice (approximately 6 months) were used for LTP experiments. For recordings, slices were placed onto a multielectrode array (MEA 2100, Multichannel Systems) and continuously perfused with 34 °C aCSF solution (119 mM NaCl, 2.5 mM KCl, 1 mM NaH_2_PO_4_, 11 mM glucose, 26 mM NaHCO_3_, 4 mM MgCl_2_ and 4 mM CaCl_2_) at pH 7.4, 95% O_2_ and 5% CO_2_. Field excitatory postsynaptic potentials (fEPSPs) were recorded from Schaffer collateral–CA1 synapses by stimulating and recording from the appropriate (visually identified) electrodes. Input–output curves were recorded for each slice by applying single stimuli ranging from 500 mV to 2,750 mV with 250-mV increments. Stimulus strength that corresponds to 35% of maximal response in the input–output curve was used for the following recordings. Paired-pulse facilitation experiments were performed by applying paired stimuli with 25, 50, 100, 200 and 400 ms inter-stimulus intervals. For LTP experiments, stable fEPSPs were recorded for 30 min to establish a baseline. For normal LTP induction, we applied three high-frequency trains (100 stimuli; 100 Hz) with 5-min intervals. For minimal LTP induction, we used two shorter trains (75 stimuli; 100 Hz) with a 5-min interval. Subsequently, post-LTP fEPSPs are measured every 5 min (average of three consecutive stimulations, 15 s apart) for 55 min. Recordings were analyzed and processed using Multi Channel Experimenter software (Multichannel Systems).

### Primary hippocampal neuronal cultures

Hippocampal neurons were cultured from embryonic day 18 C57BL/6 wild-type mice and 1 million neurons were plated on each well of a six-well plate coated with poly-d-lysine (Millipore) and laminin (Invitrogen). Neurons were maintained in Neurobasal Medium (Thermo Fisher Scientific, 21103049) supplemented with B27 (1:50 dilution; Thermo Fisher Scientific, 17504044), 12 mM glucose, glutamax (1:400 dilution; Thermo Fisher Scientific, 35050061), penicillin–streptomycin (1:500 dilution; Thermo Fisher Scientific, 15140122), 25 μM β-mercaptoethanol and 20 μg ml^−1^ insulin (Sigma-Aldrich, I9278). To prevent overgrowth of glia, neuron cultures were treated with 10 μM 5-fluoro-2′-deoxyuridine (Sigma-Aldrich, F0503) after 3 d. Neurons were treated with control vehicle (H_2_O) or 1 µM MCH peptide (H-070-47, Phoenix) for 4 h, and collected for immunoblotting or RNA extraction on day in vitro (DIV) 12–14.

### Patch-clamp electrophysiology in hippocampal neuronal cultures

Hippocampal neurons (DIV 11–16) were recorded after 4–6 h pretreatment with different concentrations of MCH peptide (100 nM, 300 nM and 1 µM) or equal volume of H_2_O as control vehicle. The intracellular whole-cell pipette medium contained: 136 mM KCl, 18 mM HEPES, 4 mM Na-ATP, 4.6 mM MgCl_2_, 15 mM creatine phosphate, 1 mM EGTA and 50 mM U ml^−1^ phospocreatine kinase (300 mOsm, pH 7.30). The regular external solution contained: 140 mM NaCl, 2.4 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, 10 mM HEPES, 14 mM glucose (300 mOsm, pH 7.30) and 20 µM bicuculline. Using whole-cell voltage clamp recording (double EPC-10 amplifier, Patchmaster v2x32 software, HEKA Elektronik; −70 mV), sEPSCs and mEPSCs in the presence of 1 µM tetrodotoxin (TTX) were recorded. Currents were recorded at 20 kHz and low-pass filtered at 3 kHz when stored. Patch pipettes (3 to 5 MΩ) were pulled from borosilicate glass using a multi-step puller (Sutter Instruments, P-1000). Series resistance was compensated to 70–75%. Only cells with series resistances < 15 MΩ were included in analysis. All recordings were done at room temperature. Spontaneous events were detected using Mini Analysis program (Synaptosoft).

### Multielectrode array electrophysiology in hippocampal neuronal cultures

Postnatal hippocampal cultures were plated on MEA plates containing 120 titanium nitride electrodes, in addition to 4 internal reference and 4 ground electrodes^42^. Each electrode has a diameter of 30 μm and electrodes were arranged in a 12 × 12 grid (sparing 6 electrodes in each corner), spaced 100–200 μm apart on average (Multi Channel Systems (MCS), 120MEA200/30iR-Ti). Data acquisition was done in 2-week-old cultures using a standard MEA2100-Systems and MEA2100-mini-Systems (MCS) with a hardware filter cutoff of 3.3 kHz and sampling rate of 10 kHz per electrode. Recordings were carried out under constant 37 °C and 5% CO_2_ levels.

### Spatial transcriptomics

The gene expression data obtained from spatial transcriptomics were derived from a dataset available in the host laboratory^26^. Raw data are available at GSE152506 (https://alzmap.org/). Briefly, 10-µm-thick coronal brain cryosections (bregma: −2.0 to −2.2) were obtained from 3.5- and 18-month-old *Wt* or *App*^NL-G-F^ mice, layered onto a spatially barcoded array of 1,007 TDs (diameter of 100 μm and a center-to-center distance of 200 μm, over an area of 6.2 mm by 6.6 mm) to collect in situ two-dimensional RNA-seq (10001, Spatial Transcriptomics). Each spot contains approximately 200 million barcoded reverse-transcription oligo(dT) primers allowing us to obtain a global transcriptomic profile of a TD with a volume of 0.00008 mm^3^ (pr2h with *r* = 50 μm and *h* = 10 μm). Images were acquired by a Zeiss Axio Scan.Z1 slide scanner (Carl Zeiss AG), and library preparation was performed after imaging following the Library Preparation Manual (Spatial Transcriptomics) as previously described^26^. We extracted expression data assigned to the hippocampal region of *Wt* and *App*^NL-G-F^ mice at 3.5 months of age for analysis. For comparative analysis, we also extracted expression data from the hippocampal region of mice at month 18, and from the hypothalamus (at month 3.5 and month 18).

#### Uniform manifold approximation and projection embeddings

We used Seurat (v3.1.4)^80^ to cluster hippocampal ST data as follows: normalized expression data (counts per million normalized to library size and log-transformed) was used as input. We scaled the expression data based on the 2,000 most variable genes as calculated using Seurat’s variance stabilizing transform algorithm, regressing on number of reads at the same time. A principal-component analysis was run, and we used the top ten principal components to calculate nearest neighbors and uniform manifold approximation and projection coordinates, leaving all other Seurat parameters as default.

#### Differential expression and enrichment

Differential expression of the CA1 pyramidal layer (sp)—comparing *Wt* or *App*^NL-G-F^ genotypes—was performed as described in the original publication. Briefly, generalized linear models were fit, and differential expression was tested using EdgeR’s quasi-likelihood *F* test^81^. We defined DE genes as those genes with FDR < 0.05 as significant. The full results of the DE analysis are available in Supplementary Table 1.

#### Gene Ontology

To test for enrichment of ST DE genes, we extracted the top 200 genes (according to *P* value) and submitted to Gorilla^82^, using default parameters. GO categories were sorted by *P* value and the top eight were ordered by normalized enrichment score (Fisher’s exact test). The five most enriched GO categories are shown in the bar plot. The genes annotated in each GO term are available in Supplementary Table 2.

#### Annotations in SynGO

We extracted the ST DE top 200 genes (according to *P* value) and submitted to the SynGO v1.1 database using default parameters (after using the SynGO conversion tool to convert mouse gene IDs to human IDs)^83^. SynGO genes are available in Supplementary Table 3.

#### Comparisons with homeostatic plasticity datasets

We extracted homeostatic synaptic plasticity data from the following studies: (1) RNA-seq data from a study of the transcriptional program responsible for synaptic upscaling during activity suppression (all genes affected by TTX or bicuculline^27^); (2) a characterization of the surfaceome of primary neuronal cultures (all total proteins and surface proteins changing with TTX or bicuculline treatment, *P* < 0.05; Supplementary Table 3);^28^ (3) a study of the synaptic proteome of the primary sensory cortex (proteins upregulated and downregulated in sensory-deprived cortex;^29^ (4) a single-cell RNA-seq study of activity-dependent transcriptional changes in mouse excitatory neurons^30^ (genes changing in clusters ExcL clusters in Supplementary Table 3). Protein names/IDs from proteomics data were converted to gene names using the UniProt mapping tool (https://www.uniprot.org/uploadlists/), or in the case where a match could not be found, manual annotation. This comparison is available in Supplementary Table 3.

#### Heat maps

Heatmaps were generated using log-normalized expression data (normalized using EgdeR’s cpm function), then scaled for each row. IDs from the original ST data have been modified for visualization purposes.

### Bulk RNA sequencing

For bulk RNA-seq, two independent cultures of hippocampal neurons were used. In each culture, we treated two wells with control vehicle (H_2_O) and two wells with 1 µM MCH peptide (H-070-47, Phoenix) for 4 h. RNA was extracted using the RNeasy Mini Kit (Qiagen 74104). RNA purity (260/280 and 260/230 ratios) and integrity were assessed using Nanodrop ND-1000 (Nanodrop Technologies) and an Agilent 2100 Bioanalyzer with High Sensitivity chips (Agilent Technologies) and a Qubit 3.0 Fluorometer (Life Technologies), respectively. RNA integrity values of the samples ranged from 7.9 to 9.3 (median, 8.6). Library preparation from total RNA extraction and sequencing were performed at the VIB Nucleomics Core. Briefly, 1 µg of total RNA extract per sample was enriched for mRNA molecules using poly-T oligonucleotide-attached magnetic beads. The enriched poly-A mRNA species was subjected to fragmentation and reverse transcription using random primers, and the subsequent library processing was done using the standard Illumina TruSeq Stranded mRNA Sample Prep Kit (protocol version 15031047 rev. E). Libraries were sequenced using an Illumina NovaSeq 6000 instrument at an average depth of approximately 31 million reads. Raw reads were pre-processed, mapped and quantified against the GRCm38 *Mus musculus* genome using the nf-core/rnaseq pipeline (v3.0; 10.5281/zenodo.1400710).

#### Differential analysis

Salmon quantifications from the nf-core/rnaseq pipeline were imported into R v4.0.3 using the tximport library. Resulting counts were normalized and differential analysis was performed using DEseq2 (v.1.13.0). Genes were tested for differential expression between vehicle-treated and MCH-treated samples and those with an adjusted *P* value (Benjamini–Hochberg) < 0.05 were deemed significant.

#### Functional analysis

To test for enrichment of DE genes, the top 200 genes (according to *P* value) were submitted to Gorilla^82^ to test for enrichment, using default parameters.

The data generated are available in the Gene Expression Omnibus (GEO; GSE225181)

### Immunohistochemistry, imaging and quantification

Mice were anesthetized with ketamine (0.2 mg per gram body weight) and xylazine (0.02 mg per gram body weight) intraperitoneally administered, perfused with 1× PBS for 1 min followed by 10 min of 4% paraformaldehyde (PFA) in PBS. Brains were post-fixed for 4 h in 4% PFA, washed in 1× PBS and embedded in 3% agarose. Then, 50-µm sections were prepared using a vibratome (Campden Instruments 7000smz). Sections were permeabilized with 0.5% Triton in PBS-0.2% gelatin for 30 min, blocked for 2 h in 10% normal horse serum and 0.5% Triton in PBS-0.2% gelatin. Primary antibodies were incubated for 48 h and secondary antibodies for 24 h. Primary and secondary antibodies were diluted in 5% normal horse serum and 0.5% triton in PBS-0.2% gelatin. Hoechst was used as a nuclear stain (5 nM in PBS).

#### cFos CA1 region

Confocal images were taken on a Leica TCS SP8 at ×63 magnification. Analysis was performed with IMARIS 9.5.1. Four to six fields of CA1 were imaged within the anteroposterior coordinates of approximately −1.5 mm to −2.0 mm from bregma. A region of interest (ROI) delineating CA1 pyramidal layer was drawn. Next, the total number of cells was counted based on Hoechst signal using the surface tool to create a three-dimensional object. The percentage of cFos-positive cells was taken based on the number of Hoechst objects that are positive for cFos. For cFos intensity, mean values of intensity were taken for each cFos-positive nuclei surface. For normalization, an average of the values obtained for the *Wt* condition was calculated and each individual value was normalized to the *Wt* average. Analysis was done blind with regard to genotype and time point. Tissues from both genotypes of each time point were collected simultaneously, at the beginning of the light phase.

#### cFos lateral hypothalamic area region

Confocal images were taken on a Leica TCS SP8 at ×20 magnification. Analysis was performed with IMARIS 9.5.1. Four to six fields of the LHA, containing a minimum of five MCH-positive and five Hcrt/Ox-positive neurons were imaged within the anteroposterior coordinates of approximately −1.00 mm to −2.5 mm from bregma. The total number of MCH-positive or Hcrt/Ox-positive cells was counted manually. cFos-positive cells were visualized using the spot tool, and the percentage of MCH or Hcrt/Ox cells positive for cFos was manually determined by counting how many MCH-positive or Hcrt/Ox-positive cells overlapped with the cFos signal. Analysis was done blind with regard to genotype and sleep manipulation. Tissues from both genotypes of each time point were collected simultaneously, at the beginning of the light phase for basal (B) group or according to the sleep manipulation protocol.

#### Spine analysis

For spine analysis, 80-µm sections were prepared and immunostained with anti-GFP, and CA1 pyramidal neurons were imaged with a Zeiss LSM880 confocal microscope with an Airyscan detector. Around 3–4 neurons were selected per animal and 2–3 secondary dendrites were randomly selected within this ROI for analysis. Spines were quantified only from dendrites with a length of at least 20 μm. Dendritic protrusions and length were quantified in Imaris software. Analysis was done blind with regard to genotype and time point. Tissues from both genotypes of each time point were collected simultaneously, at the beginning of the light phase.

#### Melanin-concentrating hormone morphology analysis

MCH-positive axons in all laminas of the CA1 region were imaged on an LSM880, at a magnification of ×63 and zoom of ×1. Stacks of 1 μm in step size were acquired. Analysis was performed using ImageJ. Axon length was determined. MCH-positive puncta were determined using the threshold tool, and number and areas of puncta were determined using the Analyze Particles tool. Particle numbers were normalized to axon length. Analysis was done blind with regard to genotype, sleep manipulation and time point. Tissues from both genotypes of each time point were collected simultaneously, at the beginning of the light phase for the basal (B) group or according to the sleep manipulation protocol.

#### Sleep manipulation

For the basal (B) group: animals were perfused at the beginning of the light phase; for group SD: animals underwent SD from the beginning of the light cycle for 6 h and were perfused; group RB sleep (RB): animals underwent SD from the beginning of the light cycle for 6 h, and were allowed to RB sleep for 4 h, before perfusion. SD started at the beginning of light phase. Animals were kept awake by gentle touch with a brush. At the 3rd and 4th hour of SD, a novel object was inserted in each cage. Gentle poking with a brush continued until 6 h of SD.

### Human tissue

Brain tissues were collected in accordance with the applicable laws in Belgium and Germany. The recruitment protocols for collecting the brains received from the Municipal hospital in Offenbach/Main (Germany) were approved by the ethical committees of the University of Ulm (Germany) and of UZ Leuven (Belgium). This study was approved by the UZ Leuven ethical committee (Belgium). Brains were fixed in a 4% aqueous solution of formaldehyde for approximately 2–4 weeks. The brain hemispheres were cut into 1-cm frontal slabs and stored in polyethylene glycol. Medial temporal lobes were dissected and embedded partially in polyethylene glycol and partially in paraffin. For neuropathological diagnosis, paraffin sections were stained with hematoxylin and eosin, the Gallyas silver method, p-tau (AT8, Pierce; 1:1,000 dilution) and Aβ (4G8, Senetec; 1:5,000 dilution; formic acid pretreatment). The Braak neurofibrillary tangle stages^84^ and the phase of Aβ plaque deposition^85^ were determined as recommended to determine the degree of AD pathology^86^. None of the cases included in this study showed signs of hypoxemia-related neuron damage. For immunohistochemistry, 150–200 µm PEG sections were prepared with a vibratome and transferred to 70% ethanol solution. Briefly, sections were incubated with 88% formic acid and 0.1% sodium borohydride for 20 min. Immunohistochemistry in human sections was performed as described above for mouse sections. Primary and secondary antibodies were incubated for 48 h.

Ethical approval by the UZ Leuven ethical committee (Leuven/Belgium; decision no. S-S63259). An informed consent for autopsy and scientific use of autopsy tissue with clinical information was granted according to local legislation. All methods have been performed in accordance with the relevant guidelines and regulations.

### Adeno-associated virus

Adeno-associated virus (AAV) 9 hSyn-DIO-mCherry was acquired from Addgene (50459). Plasmids pCAG-GFP plasmid (11150, addgene) and pAAV-EF1a-DIO-hM3D(Gq)-mCherry (50460, Addgene) were used to produce AAVs in-house as briefly described: HEK293T cells were seeded in DMEM (Invitrogen) containing 10% FBS (Invitrogen). Transfection mix, containing PEI and OptiMEM (Invitrogen) and adenovirus helper plasmid (pAdΔF6), a packaging plasmid pAAV2/1 rep-cap 2,1 (Pennvector Core PL-T-PV0001) and vector plasmid of interest, were added to the cells in DMEM containing 1% FBS. Cells were incubated in DMEM containing 5% FBS for 3 d. Cells were harvested, centrifuged at 1,000*g* at 4 °C for 10 min and pellets were lysed in lysis buffer (150 mM NaCl and 50 mM Tris HCl pH 8.5). Lysates were further frozen and thawed three times, centrifuged at 2,000*g* at 4 °C for 5 min and Benzonase (Sigma) added at a concentration of 50 U ml^−1^ to supernatants for 30 min at 37 °C. Lysates were centrifuged at 5,000*g* for 20 min at room temperature. OptiPrep iodixanol (Sigma) gradients of 15%, 25%, 40% and 60% were prepared with 5 M NaCl, 5× PBS with 1 mM MgCl_2_ and 2.5 mM KCl (5× PBS-MK) and sterile H_2_O, and layered in 25 × 77 mm OptiSeal tubes (Beckman Coulter). Supernatants loaded on top of gradients and centrifuged at 300,000*g* and 12 °C for 100 min in the Optima XE-100 Ultracentrifuge (Beckman Coulter). Next, AAVs were collected with an 18-gauge needle (Beckman Coulter) from between the 40% and 60% layers, and diluted in 5 ml 1× PBS-MK. AAVs were desalted and concentrated by centrifugation at 5,000*g* for 30 min at 20 °C in a prerinsed Amicon Ultra-15 filter (Millipore) in 1× PBS-MK, aliquoted and stored at −80 °C. Purity was assessed by SDS–PAGE and silver staining.

### Stereotaxic injection

Mice were intraperitoneally injected with buprenorphine at 0.05 mg per kg body weight (Vetergesic) and anesthetized with 5% isoflurane. Duratears was applied to the eyes. Mice were placed in a mouse stereotaxic frame equipped with gas anesthesia head holder (KOPF). During the rest of the procedure, 2.5% isoflurane was constantly administered. After shaving and disinfecting the mouse’s head, local anesthesia was administered by a subcutaneous injection with 100 µl lidocaine (xylocain 1%). After 5 min, an incision was made in the skin. AAVs were injected using a glass pipette pulled on a Sutter P-1000 and placed on a Nanoject III (Drummond) for loading control. The pipette was slowly lowered to the target site and remained in place for 1 min. Next, 50 nl of virus was injected at 1 nl s^−1^ and the pipette was removed 5 min after infusion was complete. After capillary removal, the burr hole was filled with bone wax (Fine Science Tools, 19009-00). The skin was closed using veterinary tissue adhesive (Dermafuse). Post-surgery analgesia buprenorphine (0.1 mg per kg body weight) was administered 4–6 h after surgery.

CA1 region (for spine analysis): anteroposterior: −2.4 mm from bregma, mediolateral: ±2.0 mm from sagittal suture, −1.5 mm dorsoventral relative to surface of the skull. Mice were kept for 30 d before perfusion and spine analysis.

LHA region (for RT–qPCR): −0.9 mm from bregma, mediolateral: ±0.5 mm from sagittal suture, −5.35 mm dorsoventral relative to surface of the skull. Mice were kept for 15 d before RNA extraction.

### RNAscope

Brains were freshly dissected and frozen in OCT compound and isopentane. Sections (10 µm) were prepared on a cryostat (Leica) and fixed in 4% PFA for 10 min. RNAscope hybridization was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (Advanced Cell Diagnostics). After 4 × 10 min PBS washes, tissue sections were treated with pretreatment solutions and then incubated with RNAscope probes (*Mchr1*, *Pmch*, *vGlut2 (Slc17a6)*, *Gad2*, *Vglut1 (Slc17a7)*, *Itgam* and *Adhl1l*) followed by amplifying hybridization processes. DAPI was used as a nuclear stain. Prolong Gold Antifade (Thermo Scientific) was used to mount slides. Confocal images were taken on a Leica TCS SP8 microscope. Tile scans were taken on Axio Scan.Z1 slide scanner (Zeiss).

### RT–qPCR and DREADDs injection

The LHA of *Pmch*-cre mice was stereotaxically injected with 150–200 nl of AAV to express mCherry or hM3D(Gq)-mCherry (Supplementary Table 7). CNO dihydrochloride (HB6149, Hello Bio) was injected intraperitoneally at the beginning of the light phase for 4 h (3 mg per kg body weight). Next, hippocampi were dissected in ice-cold HBSS (14175095, Fisher Scientific) and snap frozen until further processing. Hippocampi were homogenized in RLT buffer (74106, Qiagen RNeasy Mini Kit) supplemented with 1% β-mercaptoethanol and using a 1-ml dounce tissue grinder. RNA was extracted from hippocampal homogenates using an RNeasy Mini Kit (74106, Qiagen) and following the manufacturer’s instructions, including DNase treatment (79256, Qiagen). Next, RNA was retrotranscribed to cDNA using High-Capacity cDNA Reverse Transcription Kit (4368814, Thermo Fisher) and following manufacturer’s instructions. Each sample was quantified by means of a quantitative PCR (qPCR) assay following manufacturer’s instructions (4707516001, LightCycler 480 SYBR Green I Master cDNA) and using Roche’s Real time PCR quantification LC480 instrument. For each qPCR reaction, 10 ng cDNA was used and three technical replicates per condition and gene, with specific primers listed below.

**Table:** 

Gene	Primer sequences	Notes
*PGK1* - forward	ACTGTGGCCTCTGGTATACCTG	Housekeeping- designed with Benchling
*PGK1* - reverse	CAATCTGCTTAGCTCGACCCAC	Housekeeping- designed with Benchling
*Pmch* - forward	GTCTGGCTGTAAAACCTTACCTC	Ref. ^87^
*Pmch* - reverse	CCTGAGCATGTCAAAATCTCTCC	Ref. ^87^

### Western blot

Laemmli buffer (4×; 8% SDS, 40% glycerol, 20% β-mercaptoethanol, 0.01% bromophenol blue and 250 mM Tris HCl pH 6.8), pH-adjusted with 1.5 M Tris HCl pH 8.8, was added to primary cultures at a 1× final concentration. Samples were boiled at 95 °C for 5 min, and loaded in a 4–12% polyacrylamide gels (Invitrogen). Protein was transferred into a nitrocellulose membrane using the semi-dry Trans-Blot Turbo Transfer System (Bio-Rad, 1704150). Total protein was quantified using the REVERT Total Protein Stain Kit (Licor LI 926-11010). A 5% milk solution in TBS-T (150 mM NaCl, 20 mM Tris, 0.5% Tween) was used to block and to prepare primary and secondary antibodies. SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific, 1859290) was used to develop western blots. ImageJ was used to quantify intensities within ROIs. For total protein quantification, intensity was averaged across three ROIs per lane, and ROI masks were placed at the same position for all lanes.

### ELISA detection of soluble and insoluble Aβ_42_

Hippocampi from *App*^NL^ or *App*^NL-G-F^ mice at 1, 2, 3 and 6 months were dissected after transcardial perfusion with ice-cold PBS. Tissue was homogenized in protein extraction reagent (Pierce). Homogenates were centrifuged at 4 °C for 1 h at 100,000*g* (Beckman TLA 100.4 rotor) and supernatants used for ELISA. Guanidine-HCl extraction protocol was used to extract GuHCl-soluble Aβ fraction. Aβ_42_ levels were quantified on Meso Scale Discovery (MSD) 96-well plates by ELISA using end-specific antibody provided by M. Mercken (Janssen Pharmaceutica, Belgium). Monoclonal antibody JRFcAβ42/26 against the C terminus of Aβ42 species was used as capture antibody and JRF/AβN/25 labeled with sulfo-TAG was used as the detection antibody. The plate was read in MSD Sector Imager 6000.

### EEG/EMG surgery

Animals were chronically implanted with EEG/EMG electrodes on a stereotaxic frame under isoflurane inhalation anesthesia as previously described^18^. Stainless-steel screws for EEG recordings were inserted into the skull (1) above the frontal cortex, (2) above the parietal cortex, and (3) a ground electrode was placed in midline above the cerebellum. All cortical electrodes were fixed to the skull via Tetric EvoFlow cement by Ivoclar vivadent. EMG signals were recorded from two pairs of electrodes sutured to the trapezoid muscles. Following surgery, animals were housed individually in their recording cage for 2–3 d for recovery from surgery, and their electrodes were connected to a digitizing head stage (RHD2132, Intan Technologies) and recording cable for habituation for a period of 10 d. Light–dark cycles were 12 h each with light phase starting at 8:00.

#### Sleep manipulation

For the basal group (B), EEG/EMG recordings started at the beginning of the light phase for 24 h; for group SD, animals underwent SD for 4 h; for group RB sleep, animals were allowed to RB sleep for 4 h. SD started at the beginning of the light phase. Animals were kept awake by gentle touching with a brush. At the 3rd hour of SD, a novel object was inserted in each cage. At and 4th hour of SD, animals were placed in a novel cage and returned to the recording cage before RB recording.

### Polysomnographic recording and data acquisition

Twenty-four-hour basal (B) recordings were performed starting at 8:00, followed by 4-h recordings during SD and a 4-h recording during RB sleep. EEG and EMG signals from electrodes were amplified (Grass Instruments), digitized at a sampling rate of 8 kHz and downsampled at 1 kHz, collected on a PC within the recording room using open-source software from Intan Technologies (RHD2000).

The polysomnographic recordings were visually scored offline using a custom software written in MATLAB, as either wake, NREM sleep or REM sleep. Briefly:

- Wakefulness—periods with low-amplitude desynchronized EEG signals and high, tonic EMG activity containing phasic bursts.
- NREM sleep—characterized by synchronized, high-amplitude oscillations in the slow wave and delta band and low EMG tone without bursts.
- REM sleep was scored when the EEG recording showed pronounced theta oscillations with almost complete absence of EMG tone except short twitches.

To generate power spectra during wakefulness, NREM and REM across the light and dark period, scored EEG signals were extracted using Welch’s method. Power spectra were calculated from 0.5 Hz to 500 Hz with a 0.5-Hz bin width. Power values were normalized to the sum of all power values from 0.125 Hz to 100 Hz. Power values were then calculated for the following frequency bands: delta (0.5–4.5 Hz), theta (6–10 Hz) and low gamma (20–60 Hz).

### Seizure threshold

For the seizure threshold score, mice were injected with a subthreshold dose of PTZ (40 mg per kg body weight, intraperitoneally) and placed individually in a recording chamber. Video recording started immediately after PTZ injection. Seizure severity score classification was performed upon video assessment as previously described^21^ as: 0 = normal behavior; 1 = immobility; 2 = generalized spasm, tremble or twitch; 3 = tail extension; 4 = forelimb clonus; 5 = generalized clonic activity; 6 = bouncing or running seizures; 7 = full tonic extension; 8 = death; with latency time recorded in a double-blind manner. For the basal group (B), PTZ was administered at the beginning of the light phase. For the sleep-deprived group (SD), PTZ was administered at the end of the manipulation.

#### Sleep manipulation

For the basal group, animals were injected at the beginning of the light phase; for group SD, animals underwent SD from the beginning of light cycle for 6 h and were injected; for group RB, animals underwent SD from the beginning of the light cycle for 6 h, were allowed to RB sleep for 4 h, before injection. SD started at the beginning of light phase. Animals were kept awake by gentle touching with a brush. At the 3^rd^ and 4^th^ hour of SD, a novel object was inserted in each cage. Gentle poking with a brush continued until 6 h of SD.

### Statistical analysis

Data were plotted in GraphPad Prism 8. For quantification, datasets were tested for normality using Shapiro–Wilk normality test. If datasets passed the test, they were analyzed using Student’s unpaired *t*-test. Otherwise, the datasets were analyzed using nonparametric unpaired *t*-test/Mann–Whitney test. One-way ANOVA test was used for multiple comparisons. Two-way ANOVA was used to compare datasets across multiple factors. Sample analysis was randomized. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^59,88,89^. No data or animals were excluded from the study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01325-4.

## Supplementary information

Reporting Summary

Supplementary Tables 1–7

## Data Availability

The data generated in this study are available in the GEO database (GSE225181). Spatial transcriptomics datasets from Chen et al.^26^ are available via the GEO under accession number GSE152506 (https://alzmap.org/). No new code or algorithms were generated for this publication. Source data are provided with this paper.

## Source data

Source Data Fig. 3 Unprocessed western blots.

# Supplementary material for: Early alterations in the MCH system link aberrant neuronal activity and sleep disturbances in a mouse model of Alzheimer’s disease
**Source:** Nat Neurosci. 2023 May 15;26(6):1021–31. doi: 10.1038/s41593-023-01325-4
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

PatchClamp in slices: Molecular Devices DigiData 1440A and Multiclamp 700B  
 PatchClamp in primary cultures: double EPC-10 amplifier, Patchmaster v2x32 software (HEKA Elektronik)  
 Spatial Transcriptomics: Data available on GEO accession number GSE152506 (Chen et al., 2020)  
 Microscopy imaging: Leica TCS SP8 and Zeiss LSM880 confocal microscope with an Airyscan detector.  
 MEAs for slices: MEA 2100, Multichannel Systems  
 MEAs for primary cultures: MEA2100-Systems and MEA2100-mini-Systems  
 Bulk RNAsequencing: Library preparation with Illumina NovaSeq6000  
 EEG/EMG: EEG and EMG signals from electrodes were amplified (Grass Instruments, USA), digitized at a sampling rate of 8 kHz and downsampled at 1kHz, collected on a PC within the recording room using open-source software from Intan Technologies (RHD2000)

## Data analysis

PatchClamp data: sEPSCs were analysed using the Mini Analysis program (Synaptosoft). Intrinsic properties were quantified using Clampfit 10.7 (Axon Instruments).

Spatial Transcriptomics: UMAP embeddings. We used Seurat v3.1.4 to cluster hippocampal ST data,

Microscopy imaging: ImageJ and Imaris 9.5.1. 4

MEAs for slices: Multi Channel Experimenter software (Multichannel Systems)

Bulk RNAsequencing: Raw fastq data was processed into gene counts using the nfcore/rnaseq nextflow pipeline (v3.0) with the GRCm38 genome option, the resulting counts from salmon were loaded into R (v4.0.3) using tximport (v1.18.0) and differential analyses were carried out using DESeq2 (v1.30.0).

EEG/EMG: The polysomnographic recordings were visually scored offline using a custom software written in Matlab. Analysis pipeline available in Facchin et al 2020, Oesch et al 2020 and Aime et al 2022

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The BulkRNAsequencing data generated in this study is available in Gene Expression Omnibus (GEO; GSE225181).  
Spatial Transcriptomics datasets from Chen et al. are available via the GEO database (GEO accession number GSE152506).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                            |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | <a href="#">Brains from males and females were included</a>                                                                                                                                                                                                                                |
| Population characteristics  | Postmortem tissue available in the lab of Prof. Dietmar Thal were used. Only hippocampi were used. Brain diagnosis ranged from normal brain, with infarcts, with carcinoma, argyrophilic grain disease, MCI and AD. Additional information (e.g. age) is provided in Supplemental Table 6. |
| Recruitment                 | postmortem tissue used                                                                                                                                                                                                                                                                     |
| Ethics oversight            | Ethical approval by the UZ Leuven ethical committee (Leuven/Belgium; Decision-No. S-S63259)                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on previous experiments in the lab.                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data exclusions                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | For all experiments, a minimum number of animals used was applicable. Littermates were used whenever possible. For image analysis, a minimum number of images was taken per mouse. For electrophysiology recordings, a minimum number of neurons was recorded per mouse. Time of the day for analysis or samples collection was the same for all samples of the same experimental groups in order to decrease variability. |
| Randomization   | Mice were randomly assigned to groups while ensuring an even distribution of sexes.                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Experimenters were blinded to conditions for quantitative imaging experiments.                                                                                                                                                                                                                                                                                                                                             |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Anti-mouse GluR1 (Millipore MAB2263, 1/500)  
 anti-rabbit MCH (H-070-034, Phoenix, 1/500)  
 anti-rabbit GluR1 pSer845 (Millipore AB5849, 1/500)  
 anti-mouse 6E10 (803003, Biolegend 1/1000)  
 anti-sheep Orexin (LS-B31, LSBio, 1/1000)  
 anti-mouse cFos (MCA-2H2, EnCore, 1/1000)  
 anti-rabbit cFos (Synaptic Systems 226-003, 1/1000)  
 anti-rabbit Iba1 (234-003, Synaptic Systems, 1/1000)  
 anti-guinea pig GFAP (173-004, Synaptic Systems, 1/1000)

Validation

All antibodies are from commercially available sources and have been validated by the manufacturer with supporting publications found on manufacturer websites.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

All mouse lines were maintained on a C57BL/6J background, bred in-house and raised in a temperature- and humidity-controlled room with a 14-10h light-dark cycle (lights on from 7h00 to 21h00). AppNL-G-F mice: Apptm3.1Tcs/Apptm3.1Tcs (Saito et al, 2014); Pmch.cre: C57BL/6-Tg(Pmch-cre)1Rck/J (Jego, 2013). Additional information (e.g. age of mice used) is provided in Supplementary Table 7.

Wild animals

n/a

Reporting on sex

Animals from different sex were used in all experimental groups, with the exception of EEG/EMG recordings were only males were used due to technical requirements.

Field-collected samples

n/a

Ethics oversight

Animal experiments were approved by the local Ethical Committee of Laboratory Animals of the KU Leuven

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

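Bulk RNA-seq was analysed of hippocampal neurons cultured from *Wt* mice at embryonic day 18 and treated with 1 µM MCH or vehicle for 4 h, with 4 wells (replicates 1 to 4) per treatment. The treatment and the replicate number of each library were taken from the sample labels, and the dose, the time and the number of cultures from the paper's methods. The culture of each replicate was not assigned, because neither source gives it. The labels also carry an Alzheimer's disease tag, whereas their genotype entry and the paper give wild-type neurons, and the neurons were treated as wild type. The other experiments of the paper were not analysed here.

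The authors pre-processed, mapped and quantified the reads with the nf-core/rnaseq pipeline and salmon against GRCm38 before deposition. The deposited gene table holds estimated counts, that is, salmon's estimated reads per transcript summed to genes and not scaled for library size or length, and 9.13% of its values are not whole. The deposited transcript tables hold, for each well, estimated counts, the effective length and the TPM, which the authors' salmon run scaled for length and depth over the 109617 transcripts of each table. For 98.9% of the genes, the sum over transcripts lay within 1 read of the gene table in all wells. Identifiers were matched to GENCODE vM21 on GRCm38, which may not be the annotation the authors used. It named 45143 of the 45706 genes (98.8%) and 108214 of the 109617 transcripts (98.7%), which held 99.5% of the reads. Coordinates are those of that annotation.

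Library totals ranged from 26083936 to 31844861 estimated counts. At this depth 3 counts were taken as the floor under which a gene is not distinguished from absent. Floors cover counting error only.

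Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr by treatment (count minimum 10, total minimum 15), robust dispersions and the quasi-likelihood F test without a block, with Benjamini–Hochberg adjustment over the 14962 genes that passed the filter and a threshold of 0.05. The standard error of a log2 fold change is its size over the square root of F. CPM are counts scaled to a common library size with the TMM factors. For the 19 genes that the paper names or labels for this experiment, a two-sided exact permutation test of log2 CPM was run over the 70 assignments of treatments to wells, and also for *Mchr1* and *Gria2*, with a smallest possible *P* value of 0.0286. Transcripts were tested in the same way on the estimated counts per transcript. Lists of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01. The 12 lists are immediate early genes, late response genes, CREB targets, serum response factor targets, the synaptic plasticity genes of Supplementary Table 3, glutamate receptor subunits, and markers of neurons, inhibitory neurons, astrocytes, the oligodendrocyte lineage, microglia, and fibroblasts or vessels. They were written before the data were examined, and the lists of activity-regulated genes after Supplementary Table 5 and Fig. 3i had been read.

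Genes are named in the text by a rule set before the data were examined. It covers every gene the paper names in its text or labels in Fig. 3i for this experiment, the lowest and the highest 5 log2 fold changes among DE genes whose treatments do not overlap, *Mchr1*, *Pmch*, *Gria1* and *Gria2*, members of the lists that were DE, and the transcripts of *Homer1*, *Bdnf*, *Fosb* and *Crem*. Other genes and transcripts named in the text were chosen after their values were seen.

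The test was tried on counts simulated once for the real genes from the means within the sides, the dispersions of a fit with the batch block and the library sizes of these wells, with 200 genes changed by 1 on the log2 scale. The fit without a block found 148 with 1 false call, DESeq2 160 with 8, limma voom 150 with 1, the batch block 188 with 23 and the replicate block 189 with 29. At the level of transcripts, 40 of 200 were found with 0 false calls. For the lists, the changed list was found and 0 of the 11 unchanged ones were called.

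Replicate numbers are shared by the treatments in the sample labels, so whether they pair the wells was checked on deviations of log2 CPM from the treatment means. The 4 pairs with the same number correlated at 0.445 to 0.545, pairs of other numbers on the same side (replicates 1 and 2, or 3 and 4) at 0.475 to 0.521, and pairs across the sides at −0.548 to −0.438. By the rule set beforehand, a correlation over 0.1 in every pair, the numbers would pair the wells. The rule cannot tell a shared number from a shared side, since pairs of other numbers on the same side correlated about as highly. The values therefore show that wells go together by side, and they do not show pairing by number. Neither the paper nor the labels say what a number marks. The batch block takes the sides from the first principal component of the deviations, by a rule set before the data were examined. The sides themselves were read from these counts, so fits with the batch block, as with the surrogate variable, use the counts more than once. Values with a replicate block or a batch block stand beside a result where they change its call or move a count more than 1.5-fold.

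The alternatives set before the data were examined were DESeq2 1.42.0 with and without shrinkage by the normal prior, limma voom, RLE factors or library size only in place of TMM, no filter or at least 10 counts in every well, counts not rounded, transcript sums with the average transcript length as an offset as tximport makes it, the replicate block, the batch block, 1 surrogate variable from sva 3.50.0, non-robust dispersions, and each well left out in turn. For the lists they were an estimated correlation, fry, both blocks, library size only, lists without the genes the paper names, and each well left out. For transcripts they were a minimum of 10 counts in every well, the replicate block and each well left out. Added after seeing the data were DESeq2 with the batch block, the same with the length offset, with that and the normal prior, or with transcripts under 500 bases left out of the average length, edgeR with the batch block and the length offset, and the batch block for transcripts. A direction is called reversed only where the sign differs and the estimate exceeds its standard error in one of the fits.

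The average length was computed from the TPM and effective lengths of the deposited transcript tables. The overlap of genes with each other was measured as the share of 31-base words of a gene's annotated transcripts that also occur in transcripts of other genes. The copy of Supplementary Table 5 used here holds 1828 of its 45583 genes, so no test of overlap with it was made. The Gene Ontology analysis was not repeated here.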

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

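Of the tests in this part, the check on the words of a *Homer1* transcript was chosen only after the result was seen. Each group of 4 wells was examined for a well far from the others, with the gap to the nearest well over the range of the group set against Dixon's 95% value. Of 64 groups, 3 had such a well, where chance gives 3.2. *Fos* with MCH stood at a log2 CPM of 5.21 in replicate 1 against 5.00 to 5.03 in the others, *Prokr2* at 3.71 in MCH replicate 2 against 3.58 to 3.59, and *Mchr1* at 3.35 in MCH replicate 2 against 3.26 to 3.27. *Fos* was DE in all 8 fits that each left out a well, and *Prokr2* and *Mchr1* in none of them. No biological explanation of these wells was tested.

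Of the 35 genes that MCH changed, 27 are also DE in the copy of Supplementary Table 5 used here. *Rasl11a* is one of these, with a log2 fold change of −1.10 there. This is a count and not a test of overlap. By another count, the paper's text and Fig. 3i name 8 of the 35 for this experiment and leave 27 unnamed. Among them, *Rasl11a* fell from 21.5 ± 2.57 to 10.5 ± 1.36 CPM (SD, n = 4), a log2 fold change of −1.03 (adjusted *P* = 0.0109 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and *Nr4a2* had −0.39 (adjusted *P* = 0.0249 in the same test). Of the 4 higher genes, *Klhl24* is named by the paper, and *Ovca2*, *Rtn4r* and *Zfp608* had log2 fold changes of 0.65, 0.28 and 0.20 (adjusted *P* = 0.0276, 0.0376 and 0.0488 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). For *Ovca2*, 35.2% of its words also lie in *Dph1*, which overlaps it, so its value is uncertain. *Nr4a2*, *Ovca2*, *Rtn4r* and *Zfp608* were not DE with the length offset (log2 fold changes of −0.64, 0.57, 0.29 and 0.21). Over the 13 alternatives set before the data were examined, apart from the fits without a well, *Nr4a2* and *Ovca2* were DE in 12. *Rtn4r* was DE in 11 of them and *Zfp608* in 8. Of the 8 fits without a well, *Rasl11a* was DE in 6, *Ovca2* in 2, *Nr4a2* in 1, and *Rtn4r* and *Zfp608* in 0. Other splits of the 8 wells into 4 and 4 gave 0 or 1 DE genes, except the split of replicates 1 and 2 from replicates 3 and 4, which gave 4348. Thus 2 of the 35 splits, the real one included, gave at least as many genes as the real one. The other is the split between the sides and not a random parting, so this share cannot decide the question. A chance parting of the wells is not ruled out for this count. With the batch block the real split gave 668, and it was the only 1 of the 18 splits that part each side evenly to give as many, the others giving 0 or 1. With the replicate block, 1 of the 8 splits that part all 4 pairs gave the 596 genes of the real one, and the others gave 0 or 1. Neither comparison could have given a share under 0.05. The treatment with MCH stays open as the biological explanation of the 27 genes that the paper's text and Fig. 3i leave unnamed.

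The lowest fitted log2 fold changes lay on low-count genes. *Gm6505* had 33, 24, 24 and 14 reads with vehicle and 0 in each MCH-treated well, at least 8.42-fold lower with MCH, and *Gm10273* had 11, 11, 14 and 13 reads with vehicle and 2, 0, 0 and 0 with MCH, at least 4.31-fold lower. The adjusted *P* values were 0.0292 and 0.0488 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, and ranged from 1.47e-05 to 0.0958 and from 0.000574 to 0.142 over the 10 alternatives set before the data were examined that gave one, apart from the fits without a well. DESeq2 gave none, and the genes do not have 10 counts in every well. *Gm6505* was DE in 1 of the 8 fits without a well, and *Gm10273* in 0. Of the 31-base words of *Gm6505*, 85.0% also lie in *Yae1d1*, and of those of *Gm10273*, 96.7% lie in *Timm23*. The copies themselves had log2 fold changes of 0.13 and −0.11 (adjusted *P* = 0.518 and 0.642 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). A candidate explanation is that salmon divided reads of the copies differently between wells, which the shared words permit, and a fall of the genes themselves by MCH stays open.

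ENSMUST00000102752, one of the transcripts of *Homer1*, fell from 874 ± 72.1 to 632 ± 51.1 estimated reads (SD, n = 4), a log2 fold change of −0.55 with every MCH-treated well below every vehicle-treated well. It did not pass the threshold over the 33527 transcripts tested (adjusted *P* = 0.232 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and it did when adjusted over the 23 listed transcripts alone (0.00176). Reads moved between transcripts of the gene by the estimate argue poorly for this, since 76.7% of the words of this transcript are its own. The gene *Homer1* had a log2 fold change of −0.30 (adjusted *P* = 0.0488 in the same edgeR quasi-likelihood test with Benjamini–Hochberg adjustment) and was DE in 0 of the 8 fits without a well. An effect of MCH on this transcript stays open as a hypothesis.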

How the results depend on the processing

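Of the tests in this part, the comparison of the splits by fry was chosen only after the result was seen. The number of DE genes depended most on whether the parting of replicates 1 and 2 from replicates 3 and 4 was in the fit. Without such a term, MCH changed 35 genes (31 lower, 4 higher), 29 by more than 0.32 and 12 by more than 0.58 on the log2 scale. In this order, the counts were 596 (337, 259), 144 and 37 with the replicate block, 668 (391, 277), 154 and 42 with the batch block, and 603 (356, 247), 148 and 39 with 1 surrogate variable. DESeq2 without a block gave 156 (91, 65), 67 and 18, and with log2 fold changes shrunk by the normal prior 156 (91, 65), 28 and 2. The length offset on transcript sums gave 7 (7, 0), 7 and 6, with 561 higher genes at an unadjusted *P* value under 0.05. With limma voom the number of higher genes was 2. The other counts moved by no more than 1.5-fold with limma voom, RLE factors, library size only, no filter, at least 10 counts in every well, counts not rounded and non-robust dispersions, and lay between 28 and 46 DE genes in all. For the blocks, the simulation gave both more false calls and more of the changed genes found. On the counts simulated with the sides built in, the share of false calls was 10.9% with the batch block and 13.3% with the replicate block, against 0.671% without a block and 4.76% with DESeq2. Of the 200 changed genes, the batch block found 188 and the replicate block 189, against 148 without a block and 160 with DESeq2. The surrogate variable was not part of the simulation. For the other changes, the cause was not tested.

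Alternatives chosen after seeing the data gave 533 (305, 228), 114 and 27 in DESeq2 with the batch block, 308 (178, 130), 133 and 40 with the length offset added, 308 (178, 130), 63 and 7 with that and the normal prior, and 387 (212, 175), 130 and 32 with transcripts under 500 bases left out of the average length. In edgeR, the batch block with the length offset gave 42 (36, 6), 34 and 16.

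With each well left out in turn, there were from 4 to 29 DE genes across the 8 fits, from 4 to 25 lower, from 0 to 5 higher, from 4 to 26 changed by more than 0.32 and from 4 to 12 by more than 0.58. The count was 29 without vehicle replicate 3 and 26 without MCH replicate 1, and in the other fits it fell more than 1.5-fold, to 12 without MCH replicate 2, 10 without MCH replicate 3, 9 without vehicle replicate 2, 7 without MCH replicate 4, 5 without vehicle replicate 1 and 4 without vehicle replicate 4. These fits hold 1 well less, and 5 of them had 0 higher genes, with 488 to 678 at an unadjusted *P* value under 0.05.

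Of the 31 named genes tested, 11 kept their direction and their side of the threshold in all alternatives set before the data were examined when the fits without a well are set aside, and 7 with those fits included. Of the 17 that were DE, 7 were DE in each of these alternatives apart from the fits without a well, and *Fos*, *Fosb* and *Arc* in each of those fits as well. Over all alternatives, single genes kept direction and call in 601 comparisons, lost the call in 115, gained it in 83 and reversed in 5. All 5 were of *Fmn1*, whose log2 fold change of −0.00063 became 0.87 with the length offset and, in the fits chosen after seeing the data, 0.84 in DESeq2 with the batch block and the length offset, 0.37 with the normal prior added, 0.84 in edgeR with the batch block and the length offset, and 0.67 in DESeq2 without transcripts under 500 bases. For *Fmn1*, the offset itself made the change, since reads per gene did not move.

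The replicate block, which takes wells of the same number as pairs, brought *Nr4a1*, *Bdnf*, *Ptgs2*, *Unc5b*, *Per1*, *Csrnp1*, *Htr1a* and *Cecr2* past the threshold (adjusted *P* values up to 0.045 in *Cecr2* from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The batch block did so for these and for *Gria2* (0.0455). Both did so for *Crem*, which is named for its transcripts (0.00874 with the replicate block). Among the 31 named genes tested, neither block changed another call. Apart from *Crem*, genes named in the text outside these 31 are not covered. For the lists, both blocks added inhibitory neuron markers (median log2 fold change −0.09, adjusted *P* = 0.0241 with the replicate block and 0.0207 with the batch block from limma's camera), and the other lists kept their side of the threshold.

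Of the 12 lists, 5 passed the threshold with camera, 3 with an estimated correlation and 3 with fry, which dropped late response genes and glutamate receptor subunits. There were 6 with the replicate block, 6 with the batch block, 6 without the genes the paper names, 5 with library size only, and 5 or 6 when a well was left out. In all, lists kept direction and call in 157 comparisons, lost the call in 4 and gained it in 7. Camera at the preset correlation gave at least 5 lists in 22 of the 35 splits of the wells, between 0 and 9 lists, so its count of lists says little about MCH. With fry, 2 of the 35 splits gave at least the 3 lists of the real one. The other was the split between the sides, with 8, and the rest gave 0.

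No transcript passed the threshold among the 33527 tested, and 1476 had an unadjusted *P* value under 0.05. There were 3 among the 24247 transcripts with at least 10 counts in every well (1 each of *Fos*, *Fosb* and *AI854703*), 0 with the replicate block (1952 unadjusted), 0 or 1 when a well was left out (1297 to 1577 unadjusted in the 5 fits with 0), and 6 with the batch block, which was chosen for transcripts after seeing the data (1 each of *Per1*, *Fos*, *Nr4a1*, *Klhl24*, *Ptgs2* and *AI854703*). *AI854703* was named after its values were seen. Because the real split gave 0, all 35 splits gave at least as many, so the comparison says nothing about MCH. On simulated counts the transcript test found 40 of 200 changed transcripts; no other size of change was simulated.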

Differences from the paper's values

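The paper's Supplementary Table 5 lists 318 DE genes, 187 lower and 131 higher, against 35, 31 and 4 here. The methods differ, since the paper used DESeq2 on salmon values imported with tximport. The counts here come from edgeR on the gene counts without a length offset. None of the alternatives set before the data were examined closed these gaps. DESeq2 with the batch block and the length offset, chosen after seeing the values, gave 308, 178 and 130, and the same counts with the normal prior added. Of these 308 genes, 295 were also DE in the copy of the paper's table, which is a count and not a test of overlap. Without transcripts under 500 bases, also chosen after seeing the values, the counts were 387, 212 and 175.

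The paper's table holds 135 DE genes changed by more than 0.32 on the log2 scale and 40 by more than 0.58, against 29 and 12 here. Of the alternatives set before the data were examined, the replicate block (144 and 37), the batch block (154 and 42) and 1 surrogate variable (148 and 39) closed both gaps and the rest did not. So did DESeq2 with the batch block (114 and 27), with the length offset added (133 and 40) and without transcripts under 500 bases (130 and 32), all chosen after seeing the values.

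For a few genes the paper's log2 fold change differs from the one here by more than the error. The paper's values are −0.98 for *Ptgs2*, 0.79 for *Prokr2*, −1.14 for *Setd6*, 0.84 for *Fmn1*, 1.07 for *Cecr2* and −0.23 for *Homer1*, against −0.59, 0.031, −0.20, −0.00063, 0.47 and −0.30 here. Of the alternatives set before the data were examined, transcript sums with the length offset closed all of these gaps (−0.98, 0.80, −1.10, 0.87, 1.09 and −0.22). The gap in *Ptgs2* was also closed without vehicle replicate 3 or 4 or MCH replicate 1 or 2 (−0.69, −0.71, −0.73 and −0.75), and that in *Homer1* with the shrunk log2 fold change (−0.25) and without vehicle replicate 1 or 2 or MCH replicate 3 or 4 (−0.28 to −0.27). The remaining alternatives set before the data were examined closed none of them. Fits chosen after seeing the values also reached them. DESeq2 with the batch block and the length offset gave −0.98, 0.79, −1.14, 0.84, 1.07 and −0.23, and edgeR with the batch block and the length offset −0.97, 0.79, −1.13, 0.84, 1.07 and −0.22. Without transcripts under 500 bases, *Fmn1* (0.67), *Cecr2* (1.07) and *Homer1* (−0.23) lay within the paper's error, and with the normal prior *Homer1* did (−0.21).

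The paper describes *Nr4a1* as the gene with the strongest fall. Here it had a log2 fold change of −1.05 and was not among the DE genes, of which *Gm6505* had the lowest fitted value. In the paper's own table *Nr4a1* is the 6th lowest by log2 fold change among DE genes and the first by *P* value. It was the lowest DE gene in DESeq2 without a block (−1.05) and, chosen after seeing the values, in DESeq2 with the batch block (−1.04) and with the length offset and the normal prior added (−0.88).

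The paper lists *Nr4a1*, *Bdnf* and *Ptgs2* as lower and *Prokr2* as higher with MCH, and these were not DE here (adjusted *P* = 0.126, 0.41, 0.651 and 0.996 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Nr4a1* was DE with DESeq2, the replicate block, the batch block and 1 surrogate variable, and *Bdnf* and *Ptgs2* with the blocks and the surrogate variable. These were also DE in every fit with the batch block that was chosen after seeing the values. *Prokr2* was DE in no alternative set before the data were examined, and it was in DESeq2 with the batch block and the length offset, with or without the normal prior (adjusted *P* = 0.00156 with Benjamini–Hochberg adjustment), which was chosen after seeing the values. Of the genes labelled as DE in Fig. 3i only, *Unc5b*, *Per1*, *Csrnp1* and *Htr1a* were DE with DESeq2, both blocks and the surrogate variable, *Unc5b* and *Csrnp1* also without a filter, *Per1* with library size only or without MCH replicate 1, and *Csrnp1* without vehicle replicate 3. *Cecr2* was DE with both blocks and the surrogate variable. In the fits chosen after seeing the values, *Unc5b*, *Per1*, *Csrnp1* and *Htr1a* were DE in all 5, *Setd6*, *Fmn1* and *Cecr2* in DESeq2 with the batch block and the length offset, with or without the normal prior, and *Fmn1* and *Cecr2* also without transcripts under 500 bases.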

Other observations

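Of the tests in this part, the one of sequencing depth and those of *Prokr2*, *Fmn1*, *Setd6*, *Ptgs2* and *Cecr2* without short transcripts were chosen only after the result was seen. Replicates 1 and 2 of both treatments parted from replicates 3 and 4, and 5194 of 14962 genes differed between these sides. Sequencing depth as the cause is argued against, because the lowest library of replicates 3 and 4, at 26754495 counts, lies within the range of replicates 1 and 2 (26083936 to 31844861). Among the 14880 genes with a GC content and length of transcripts, 5235 differed in a fit of these genes alone with its own scaling and dispersions, and after a trend with both was taken out 86.6% of these still did, while the number that differed rose to 8307. A candidate explanation is a different share of cell types. In replicates 3 and 4, markers of astrocytes had a median log2 difference of 1.93 from replicates 1 and 2 (10 of 10 higher), microglia 1.38 (6 of 7 higher), fibroblasts or vessels 1.21 (8 of 8 higher) and the oligodendrocyte lineage 0.90 (7 of 7 higher), whereas markers of neurons had −0.083 (0 of 10 higher) and of inhibitory neurons −0.29 (0 of 8 higher). More non-neuronal cells in replicates 3 and 4 may therefore account for part of the difference, as a hypothesis found on the same data. A difference between cultures stays open. Each side holds 2 wells of each treatment, as each of the paper's 2 cultures does. Neither the paper nor the labels assign the wells to cultures, so this was not tested.

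The immediate early genes, with a median log2 fold change of −0.35, were lower with MCH in both sides, the higher of the medians within the sides being −0.40. Fewer neurons in the MCH-treated wells were argued against by the neuron markers, with a median of −0.033 (between −0.045 and −0.016 in the 4 pairs with the same number). None of 10000 random lists matched for expression, GC content and length of transcripts lay at or below the median of the list (a share of 1e-04 when the list itself is counted, the smallest that this number of lists can give), with medians between −0.076 and 0.052. With library size only, the median of the list less that of all genes was −0.36, which no scaling of the libraries can change, so scaling was not tested. Without the genes the paper names the median was −0.29. The list was written after the paper's results on these wells had been read, so leaving out the named genes does not exclude that its members were picked for their fall. The side, the share of neurons, and the GC content and length of transcripts were argued against, the last because matched genes outside the list did not fall alike. A choice of genes for the pattern and a response of activity-regulated genes to MCH both stay open, the response as a hypothesis found on the same data.

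Without a block, no list of cell type markers passed the threshold with MCH. The median log2 fold changes were 0.06 for astrocytes, −0.06 for microglia, −0.12 for fibroblasts or vessels, −0.08 for the oligodendrocyte lineage and −0.09 for inhibitory neurons, with adjusted *P* values from 0.385 to 0.81 with limma's camera, neurons included (0.42). With a block, inhibitory neuron markers passed it (adjusted *P* = 0.0241 with the replicate block and 0.0207 with the batch block from limma's camera). The effect of MCH differed between the sides in 4 of the 14962 genes by a test of the interaction in edgeR, and 1137 genes (7.60%) had an unadjusted *P* value under 0.05. *Gfap*, *Aqp4* and *Ptn* had log2 fold changes of −0.36, −0.53 and −0.28 in replicates 1 and 2 and of 0.15, 0.17 and 0.19 in replicates 3 and 4, and *Gm14536* is a low-count gene. These were named after their values were seen. The astrocyte markers had medians of −0.26 and 0.12 on the sides. A different share of astrocytes between wells could produce this without an effect of MCH on them, and an effect of MCH on astrocytes that differs between the sides stays open.

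The length offset changed which genes were DE. In DESeq2 with the batch block, chosen after seeing the data, 533 genes were DE without it and 308 with it, of which 229 were shared and 79 were DE only with the offset. When transcripts under 500 bases were left out of the average length, 228 of the 229 shared genes were DE, and of the 79 it was 49.4%. For these genes as a set a few estimated reads on short transcripts and a real change in transcript use cannot be told apart. What keeps it open is that genes that stayed DE can still rest on a few reads on transcripts just over the limit. Without those transcripts, the log2 fold change of *Prokr2* was 0.041, of *Setd6* −0.14 and of *Ptgs2* −0.61, close to the values in reads per gene, so the changes that the offset added to these genes may come from a few estimated reads on short transcripts. That of *Fmn1* remained 0.67 and that of *Cecr2* 1.07, which decides nothing, because the limit does not reach slightly longer transcripts with as few reads. In *Fmn1* reads on a longer transcript, ENSMUST00000145891 with 719 bases, differed, with 0 reads in the vehicle-treated wells and 9.49 ± 6.85 reads (SD, n = 4) in the MCH-treated wells, and ENSMUST00000129803 of *Cecr2*, with 0 reads with vehicle and 3.61 ± 3.39 with MCH, has 704 bases. A long transcript of *Cecr2*, ENSMUST00000100993 with 4849 bases, rose from 29.4 ± 6.35 to 55.1 ± 11.8 reads without overlap of the treatments. It did not pass the threshold over the transcripts tested. ENSMUST00000112686 of *Cecr2*, with 9212 bases, had 76.3 ± 35.0 and 93.1 ± 4.65 reads, and its wells overlapped. For *Cecr2*, a change in the use of long transcripts stays open beside the few reads. These transcripts were named after their values were seen.

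The receptor gene *Mchr1* had 9.91 ± 0.820 CPM with vehicle and 9.70 ± 0.297 CPM with MCH (SD, n = 4, two-sided exact permutation test, *P* = 0.6), with 248 to 300 reads per well. *Pmch*, which encodes the precursor of MCH, had 0 reads in all wells but MCH replicate 2, which had 1. It did not pass the filter on low counts, and it was not DE in the fit without a filter (adjusted *P* = 0.805 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Gria1* had 854 ± 17.2 CPM with vehicle and 857 ± 8.75 CPM with MCH (SD, n = 4), a log2 fold change of 0.0042 (standard error 0.03). *Gria2* had 563 ± 25.7 and 606 ± 14.0 CPM (n = 4, two-sided exact permutation test, *P* = 0.0571), a log2 fold change of 0.11 that was DE with the batch block (adjusted *P* = 0.0455 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, range 0.0455 to 0.805 over the alternatives set before the data were examined, apart from the fits without a well) and not with the replicate block.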
